# Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon *Haloferax mediterranei*

**DOI:** 10.3390/ijms25010580

**Published:** 2024-01-01

**Authors:** Gloria Payá, Vanesa Bautista, Sandra Pastor-Soler, Mónica Camacho, Julia Esclapez, María-José Bonete

**Keywords:** like-Sm proteins, Hfq, Lsm, nutritional stress conditions, microarray

## Abstract

The Sm protein superfamily includes Sm, like-Sm (Lsm), and Hfq found in the *Eukarya*, *Archaea*, and *Bacteria* domains. Archaeal Lsm proteins have been shown to bind sRNAs and are probably involved in various cellular processes, suggesting a similar function in regulating sRNAs by Hfq in bacteria. Moreover, archaeal Lsm proteins probably represent the ancestral Lsm domain from which eukaryotic Sm proteins have evolved. In this work, *Haloferax mediterranei* was used as a model organism because it has been widely used to investigate the nitrogen cycle and its regulation in Haloarchaea. Predicting this protein’s secondary and tertiary structures has resulted in a three-dimensional model like the solved Lsm protein structure of *Archaeoglobus fulgidus*. To obtain information on the oligomerization state of the protein, homologous overexpression and purification by means of molecular exclusion chromatography have been performed. The results show that this protein can form hexameric complexes, which can aggregate into 6 or 12 hexameric rings depending on the NaCl concentration and without RNA. In addition, the study of transcriptional expression via microarrays has allowed us to obtain the target genes regulated by the Lsm protein under nutritional stress conditions: nitrogen or carbon starvation. Microarray analysis has shown the first universal stress proteins (USP) in this microorganism that mediate survival in situations of nitrogen deficiency.

## 1. Introduction

The Sm protein superfamily includes Sm and like-Sm (Lsm), found in the *Eukarya* and *Archaea* domains, respectively, and Hfq proteins, found in the *Bacteria* domain, and only one archaeon species, *Methanocaldococcus jannaschii* [1,2,3,4,5]. The Sm and Lsm proteins differ at the amino acid sequence level from Hfq; however, they show striking similarities in their tertiary and quaternary structure levels [3,6,7]. The Sm protein superfamily has a bipartite sequence known as the Sm motif, which consists of two segments, the Sm1 and Sm2 motifs, separated by a region of variable amino acid sequence and length [7]. The secondary structure of this protein superfamily consists of a short α-helix (two to four turns) at the N-terminal end and five β-strands, identified from the N-terminal to the C-terminal end as β1, β2, β3, β4, and β5. The Sm1 motif corresponds to the β1, β2, and β3 strands, and the Sm2 motif corresponds to the β4 and β5 strands [8].

Bacterial Hfq proteins form stable hexamers that preferentially bind to A-U-rich sequences [9], whereas eukaryotic Lsm proteins form up to five heteroheptameric complexes. In contrast, the structures of archaeal Lsm proteins are composed of homohexameric [10] or homoheptameric complexes [8,11,12,13,14]. The hexameric or heptameric rings of the Hfq and Sm/Lsm proteins consist of Lsm subunits that assemble without RNA [8,12,13]. In *Archaeoglobus fulgidus*, the Lsm2 protein was found to form hexamers without RNA but was shown to assemble into stable heptamers upon adding U-rich RNA [10,15]. Moreover, in *Haloferax volcanii,* it was determined via Laser-Induced Liquid Bead Ion Desorption Mass Spectrometry (LILBID-MS) that the Lsm protein heterologously overexpressed in *Escherichia coli* forms homoheptameric complexes in vitro, and masses corresponding to the Lsm monomers, dimers, trimers, and tetramers were also observed [16].

Numerous studies have shown that eukaryotic Sm proteins function as molecular scaffolds for RNP assembly and are involved in mRNA degradation, mRNA processing, mRNA stabilization, telomere maintenance, and histone maturation [7,17,18,19]. Archaeal Lsm proteins were discovered by means of sequence homology in the database search [20]. These proteins were not necessarily expected in archaea due to the absence of introns in their genes and their primitive RNA processing machinery [21]. On the other hand, bacterial Hfq proteins have many cellular functions [6]. For example, one of the identified functions of Hfq corresponds to its interaction with the sRNAs that regulate gene expression, cooperating as an RNA chaperone by facilitating the binding of regulatory sRNAs to their target mRNAs [22]. Archaeal Lsm proteins have been shown to bind sRNAs. They are probably involved in various cellular processes, suggesting a similar function in regulating sRNAs by Hfq in bacteria [16,23,24]. Archaeal Lsm proteins probably represent the ancestral Lsm domain from which eukaryotic Sm proteins have evolved [12].

Moreover, deletion mutants of the *hfq* gene have been studied in several bacterial species, showing pleiotropic phenotypes where the growth rate, cell morphology, and tolerance to stress conditions are affected. Specifically, the Hfq proteins regulate stress conditions such as heat shock, oxidative stress, osmotic stress, UV exposure, acidic pH, and ethanol stress [25,26,27,28,29,30]. In addition, they play an essential role in the motility and virulence of pathogenic bacteria [3,31]. Deletion mutants of the *lsm* gene have been successfully generated in two haloarchaeal species, specifically in *Hfx. volcanii* [16,32] and *Haloferax mediterranei* [33]. In *Hfx. volcanii,* the *lsm* gene cotranscribes with the overlapping gene encoding the ribosomal protein L37r [16]. Moreover, a deletion mutant of the Sm1 motif versus the parental strain showed differences in the transcriptome in the rich medium (Hv-YPC), and the deletion mutant showed increased motility activity compared to the parental strain [33]. In *Hfx. mediterranei*, the *lsm* deletion mutant and the Sm1 motif deletion mutant were generated and characterized. A comparison of the deletion mutant and the parental strain HM26 under standard and stress growth conditions revealed differences in growth. These results indicate that the Lsm protein is involved in standard and stress growth conditions (low/high salinity, low/high temperature, heat shock, oxidative stress, and ethanol stress). Furthermore, expression of the *lsm* and *rpl37e* genes was constitutive, and the cotranscription of both genes occurs at suboptimal salt concentrations and temperatures [33].

A recent bioinformatics study of the distribution of the Lsm proteins in the *Archaea* domain showed that most species of the phylum Euryarchaeota present only one Lsm protein, while most species of the phylum Crenarchaeota present two Lsm proteins. Many of these genes are adjacent to the transcriptional regulators of the Lrp/AsnC and MarR families, RNA-binding proteins, and ribosomal protein L37e. Notably, only proteins from species of the class Halobacteria conserved the internal and external residues of the RNA-binding site identified in *Pyrococcus abyssi*. Finally, in most species, the *lsm* genes show associations with genes that encode proteins closely related to RNA metabolism [34]. The role of Lsm in *Archaea* remains unknown; however, they appear to play a crucial role in RNA metabolism. Therefore, more work is needed to elucidate if Lsm proteins, e.g., act as chaperones that facilitate the folding of sRNAs as in bacteria and/or act as structural scaffolds for the assembly of RNPs as in eukaryotes [21]. Recently, it has been reported that SmAP1 or Lsm binding to RNA is one of the mechanisms of post-transcriptional regulation in *Halobacterium salinarum* [35].

Methods for producing and purifying proteins from haloarchaea are essential for structural studies and further biotechnological applications. The use of *E. coli* as a host for the overexpression of halophilic proteins has several limitations due to the high content of acidic amino acid residues on the surface of these proteins and the requirement of a high salt concentration for their correct folding [36,37,38]. Homologous overexpression and purification of proteins under native conditions have been optimized in *Hfx. volcanii* [39,40,41]. The enzyme nitrite reductase (NirK) from *Hfx. mediterranei* has been overexpressed in *Hfx. volcanii,* as a halophilic host, which allowed this enzyme’s purification and characterization [42]. In addition, the first work on the homologous overexpression and purification of the regulatory protein Lrp from *Hfx. mediterranei* has recently been published [43].

In this work, *Hfx. mediterranei* was used as a model organism because it has been widely used to investigate the nitrogen cycle and its regulation in Haloarchaea. The homologous overexpression and purification via molecular exclusion chromatography have allowed us to show the aggregation state of the protein. The structural bioinformatic analysis of the Lsm protein has been performed to obtain 3D models. In addition, the effect of the mutation of the Sm1 motif (HM26-Δ*Sm1*) in conditions of nutrient deficiency has been analyzed using microarrays and compared with the parental strain (HM26). The study of transcriptional expression has allowed us to obtain the target genes regulated by the Lsm protein under nutritional stress conditions such as nitrogen or carbon starvation. This work increases the general knowledge about the function of the Lsm proteins in the *Archaea* domain and *Hfx. mediterranei* in particular.

## 2. Results

### 2.1. Bioinformatic Analysis of Haloferax mediterranei Lsm Protein

#### 2.1.1. In Silico Analysis at the Primary and Secondary Structure Levels

The percentage of similarity between the Lsm protein of *Hfx. mediterranei* and homologous proteins of eukaryotic species is higher than 45%, despite having a high percentage of acidic residues. These results agree with Payá et al. 2021 [33], as the amino acid sequence of Lsm from *Hfx. mediterranei* corresponds precisely to the consensus amino acid sequence of eukaryotic Lsm proteins.

The Lsm protein structure of *P. abyssi* is a heptameric ring with a central cavity, like eukaryotic Sm proteins. RNA molecules bind to the protein at two different sites: within the ring with three residues defining the uridine-binding pocket and on the surface of the α-helix located in the N-terminal region. The internal uracil-binding pocket is formed by the residues His-37, Asn-39, and Arg-63. The uracil base establishes contacts with His-37 and Arg-63. The binding pocket is stabilized by a salt bridge between Arg-63 and Asp-65, forming an ionic interaction with Lys-22. In addition, the hydrogen bonds at Asp-35 and Asn-39 make this binding site specific for uridine. The external RNA-binding site residues in the α-helix are Arg-4, Asp-7, His-10, and Tyr-34 [44]. *Hfx. mediterranei* retains all the RNA-binding residues of the internal and external pockets identified in *P. abyssi*. These residues are exclusively conserved in the Lsm proteins of Halobacteria class species [34].

The secondary structure of the *Hfx. mediterranei* Lsm protein was predicted using Sequence Annotated by Structure, SAS [45], and Jpred 4 [46]. An α-helix is obtained at the N-terminal end, followed by six β-sheets using both tools (Figure 1). However, the β-sheets named B3–B5 differ depending on the tool used (Figure 1A,B). Since the Lsm proteins are characterized by an α-helix at the N-terminal end, followed by five β-strands [21], the most likely hypothetical structure is the one proposed in Figure 1C.

#### 2.1.2. Homology Modeling

Lsm protein alignment based on the amino acid sequence against the PDB database [47] was performed using the BLAST tool [48] to obtain a suitable reference structure for modeling the protein of interest. The Lsm proteins from *Hbt. salinarum*, *A. fulgidus*, and *P. abyssi* species were selected as reference structures (Figure S1). The Lsm protein from *Hbt. salinarum* R1, with a size of 62 amino acids (accession number: 6TFL_A), showed the highest coverage (98%) and sequence identity (62.67%), as well as the lowest *E*-value (1 × 10^−^^23^); the Lsm protein from *A. fulgidus*, with a size of 77 amino acids (accession number: 1I4K_1), showed 97% coverage and 45.95% sequence identity, with an *E*-value of 1 × 10^−^^11^; and the Lsm protein of *P. abyssi*, with a size of 75 amino acids (accession number: 1H64_1), showed 97% coverage and 45.95% sequence identity, with an *E*-value (9 × 10^−^^13^).

Sequence homology modeling employing SWISS-MODEL was carried out using the three reference structures mentioned above, obtaining the parameters in Table S1 and the structures in Figure 2. The residues with a lower confidence index correspond to those between the β3 and β4 sheets (Figure 2A). The structure obtained using the *A. fulgidus* Lsm as a reference structure presents fewer residues with a low confidence index than the rest.

The three models generated were statistically validated using Ramachandran diagrams by analyzing the dihedral angles of all the residues of the polypeptide chain and paying attention to the amino acids’ location in the forbidden zones. Of the three models generated, the model using the *Hbt. salinarum* Lsm as the reference structure showed the highest number of amino acids in the forbidden regions. In contrast, the model with the lowest number of amino acids in the prohibited areas was modeled using the Lsm protein from *A. fulgidus* as the reference structure (Figure 2B; Table S2). Based on all the results obtained, we can state that the model that best fits the Lsm protein of *Hfx. mediterranei* is the model obtained using the Lsm protein of *A. fulgidus* as a reference structure, although when the three models obtained with SWISS-MODEL are compared with the prediction made with AlphaFold2 (model 4), model 1 is the one with the lowest RMSD value (Supplementary Material, Lsm- AlphaFold2-model).

### 2.2. DNA Microarray Analysis

In previous studies [33], we analyzed the strains HM26 and HM26-Δ*Sm1* under standard and stress conditions, and we explored the growth in two nitrogen sources such as ammonium and nitrate. The Sm1 deletion mutant showed no differences in the defined media in the presence of 40 mM ammonium with the parental strain but presented a more prolonged lag phase in 40 mM nitrate as a nitrogen source. This outcome might indicate that Lsm is involved in regulating nitrogen assimilation. To delve deeper into these results, we chose to study the effect of nutrient deficits such as carbon and nitrogen and to compare the differences between the parental and the mutant strains via microarray.

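RNA from the parental strain HM26 and from the mutant HM26-Δ*Sm1*, in which the Sm1 motif of the *lsm* gene is deleted, was compared after 120 h without a nitrogen source and after 120 h without a carbon source. Each of these 4 conditions was represented by 4 RNA extracts. The extracts were labelled with Cy3 or Cy5 and hybridised in pairs on 8 custom Agilent arrays of 15744 spots, all on 1 slide. Each of the 4 contrasts (mutant against parental strain in each starvation, carbon against nitrogen starvation in each strain) was hybridised directly on 2 arrays, which carried different extracts with the dyes exchanged. The authors deposited the intensity of each spot and of its local background in both dyes as the scanner software gave them, without normalization. From the median intensity of each spot, the local background was removed by limma's normexp method with an offset of 50, and the log2 ratio of Cy5 over Cy3 was normalized within each array by loess. Control spots and the 24 to 42 spots per array with an outlier mark were left out. Values were averaged over the spots of a probe and then over the 3 probes of a gene. A linear model in limma over all 8 arrays, with a term for the dye, gave the log2 fold change of 3901 genes in each contrast, with a median standard error of 0.105. Following the paper's methods, a gene was counted as up- or down-expressed at an absolute log2 fold change of at least 2 with an unadjusted p-value under 0.05, and counts after Benjamini-Hochberg adjustment were made beside these.

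The number of arrays limits the precision. The signal also differed between the conditions. In HM26 under nitrogen starvation, a median of 98.4% of the spots were well above background, and the median signal was 6.41 times the local background. The corresponding values were 82.2% and 1.97 times for HM26 under carbon starvation, 98.4% and 3.18 times for HM26-Δ*Sm1* under nitrogen starvation, and 84.7% and 2.48 times for HM26-Δ*Sm1* under carbon starvation (medians of n = 4 extracts). No spot was saturated. The files name genes by identifiers that are not paired with HFX locus numbers, so *lsm* itself and the genes that the paper names could not be located among the probes.

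**Figure D1:**
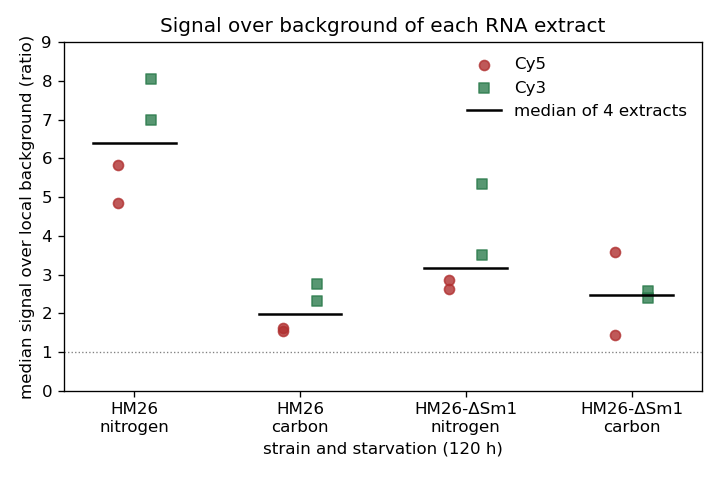
Median signal over local background (ratio, vertical axis) of each RNA extract by strain and starvation; circles are Cy5 channels, squares are Cy3 channels, black lines are medians of 4 extracts, and the dotted line at 1 is the level of the background. The HM26 extracts lie between 4.84 and 8.06 under nitrogen starvation and between 1.55 and 2.75 under carbon starvation.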

Transcriptomic expression analysis of the HM26-Δ*Sm1* deletion mutant versus the parental strain (HM26) was performed under 120 h nitrogen starvation and 120 h carbon starvation conditions. The transcriptional differences between nitrogen and carbon starvation in the HM26 parental strain and the HM26-Δ*Sm1* deletion mutant strain were also analyzed, allowing us to investigate the effect of these types of deficiencies in the different strains.

The comparison between the HM26-Δ*Sm1* mutant and the parental strain under carbon source starvation conditions provides information about the differentially expressed genes due to the deletion of Lsm. Firstly, we found very few genes with a significant Log_2_FC, as shown in Figure 3.

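Under carbon starvation, 4 genes were up-expressed and 4 were down-expressed in HM26-Δ*Sm1* against HM26 among the 3901 genes tested, and the same 8 genes passed both criteria after Benjamini-Hochberg adjustment. The log2 fold changes of all genes ranged from -3.46 to 2.70. Without the criterion on the fold change, 143 genes had an adjusted p-value under 0.05 in limma, of which 35 were higher and 108 lower in the mutant. All 8 up- or down-expressed genes changed in the same direction on both direct arrays, by more than 1 on the log2 scale on each. Their 3 probes had the same sign in every case, with a median range between probes of 0.08. Across genes, which are not independent replicates, the log2 ratios of the 2 direct arrays had a Pearson correlation of 0.631. The alternative that moved these counts most, the signals processed by the Feature Extraction software, gave 8 up-expressed and 12 down-expressed genes. The count of 143 genes rested on single arrays, since it fell to 18 and 16 with either of the direct arrays left out.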

Of the up-expressed genes, two are hypothetical proteins and three are genes with known functions, and of the down-expressed genes, three are hypothetical proteins and five are genes with possible known functions. The genes up-expressed in the carbon deficit in HM26-Δ*Sm1* versus the parental HM26 strain are a type IV pilin (HFX_6257), related to cell motility, and two transcriptional regulators: a C2H2-type zinc finger protein (HFX_4107) and a protein of the PadR family (HFX_0688). On the other hand, the genes down-expressed are a CBS domain-containing protein (HFX_1377), whose domains may function as sensors of intracellular metabolites, and recently, it has been reported that CBS domain-containing proteins can sense cell energy levels [50,51]; a twin-arginine translocation signal domain-containing protein (HFX_6411) involved the transport of proteins from the cytoplasm across the inner/cytoplasmic membrane (IM); biotin synthase BioB (HFX_5079), related to biotin synthesis; a thiolase family protein (HFX_6051), involved in the degradation of ketone bodies, fatty acids, amino acids (tryptophan, valine, leucine, isoleucine, and lysine) and benzoate, and the biosynthesis of secondary metabolites; and a high-potential iron-sulfur protein (HFX_6278) related to potential electron acceptors. These results indicate that the Lsm protein, in the absence of a carbon source, mediates the negative regulation of genes related to cell motility and transcriptional regulation and the positive regulation of genes related to biotin synthesis, the synthesis and degradation of fatty acids, amino acids, carbon fixation pathways and the biosynthesis of secondary metabolites (Table S3).

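The identifier with the largest decrease in HM26-Δ*Sm1* against HM26 under carbon starvation was ctg3_00100c, with a log2 fold change of -3.46 (standard error 0.15, limma, adjusted p = 0.000747) and log2 ratios of -3.84 and -3.41 on the direct arrays. Under nitrogen starvation, the mutant and HM26 differed in this gene by a log2 fold change of 0.20 (standard error 0.15, limma, adjusted p = 0.409). The identifier ctg2_02384 was up-expressed in the mutant under carbon starvation, with a log2 fold change of 2.42 (standard error 0.43, limma, adjusted p = 0.0364) and log2 ratios of 2.8 and 2.91 on the direct arrays. The adjusted p-value of ctg2_02384 was no longer under 0.05 with any of 5 arrays left out in turn, while its log2 fold change stayed between 2.02 and 2.70. Both identifiers were among the 3 largest changes in their direction, and were chosen from these after their values were seen. From the genes that differ between the strains, the paper concludes that Lsm in the absence of a carbon source represses genes of cell motility and transcriptional regulation and favours the expression of genes of biotin synthesis and of several metabolic pathways.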

The comparison between the HM26-Δ*Sm1* mutant and the parental strain under nitrogen source starvation conditions is shown in Figure 4.

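Under nitrogen starvation, 3 genes were up-expressed and 33 were down-expressed in HM26-Δ*Sm1* against HM26, and the same 36 genes passed after Benjamini-Hochberg adjustment. The log2 fold changes ranged from -3.16 to 2.70. With no criterion on the fold change, the adjusted p-value from limma was under 0.05 for 756 genes, 353 of them higher and 403 lower in the mutant. The 36 genes had the same direction on both direct arrays and exceeded 1 on the log2 scale on each, and the correlation of these arrays across genes was 0.8. The direct arrays carried HM26 extracts whose labels share a leading number. With these arrays averaged and counted as 1, 20 genes were down-expressed and 189 genes had an adjusted p-value under 0.05. Leaving out 1 of the direct arrays, the one with the mutant in Cy5, gave 20 down-expressed genes and 89 genes at that adjusted p-value, and leaving out the other gave 22 and 207.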

Of the 44 down-expressed genes, 7 correspond to hypothetical proteins and 37 genes with known functions. The genes with higher expression in nitrogen starvation in HM26-Δ*Sm1* versus the parental HM26 strain are an aldehyde dehydrogenase (HFX_4023), which could be involved in pathways such as carbon metabolism (glycolysis/gluconeogenesis and pyruvate metabolism), fatty acid degradation, amino acid degradation (valine, leucine, isoleucine, and lysine), glycerolipid metabolism, secondary metabolite biosynthesis, and cofactor biosynthesis; and a beta-ketoacyl-ACP reductase (HFX_1281), related to fatty acid, biotin, and secondary metabolite biosynthesis; acetamidase (HFX_1552) and alkyl sulfatase (HFX_4025), which are not associated with any metabolic pathway in the KEGG database. Most of the genes with lower expression are related to energy metabolism involved with oxidation-reduction processes, specifically with the electron transport chain. In addition, the genes related to gene expression, namely two transcriptional regulators and five genes encoding universal stress proteins (UpsA), are less expressed. These results indicate that the Lsm protein under conditions of nitrogen source deficiency could mediate the negative regulation of genes related to carbon metabolism, fatty acid degradation, amino acid degradation, and biotin biosynthesis and the positive regulation of genes related to energy metabolism, transcriptional regulation, and stress proteins (Table S4).

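The identifier ctg2_02068 showed the largest decrease in HM26-Δ*Sm1* under nitrogen starvation, a log2 fold change of -3.16 (standard error 0.43, limma, adjusted p = 0.00605), with log2 ratios of -3.42 and -3.92 on the direct arrays. Its log2 fold change under carbon starvation was -0.38 (standard error 0.43, limma, adjusted p = 0.722). For ctg2_02384, the log2 fold change under nitrogen starvation was -2.75 (standard error 0.43, limma, adjusted p = 0.00904). With either direct array left out, or with the 2 direct arrays counted as 1, the adjusted p-value of both genes was no longer under 0.05. The identifier ctg2_02068 was picked from the 3 largest decreases after its values were seen. From the genes with higher and lower expression in this comparison, the paper proposes that Lsm could act negatively on genes of carbon metabolism, of fatty acid and amino acid degradation and of biotin biosynthesis, and positively on genes of energy metabolism, transcriptional regulation and stress proteins.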

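In the parental strain HM26, 66 genes were up-expressed and 81 were down-expressed under carbon starvation against nitrogen starvation. After Benjamini-Hochberg adjustment, 66 and 80 genes passed. The log2 fold changes ranged from -4.90 to 6.23, and 1762 genes had an adjusted p-value under 0.05 in limma, 901 higher and 861 lower under carbon starvation. Loess sets the genes of each array to a mean ratio near 0, so the balance of higher and lower genes depends on it in every contrast. Centring on a control RNA added before labelling, chosen after the results were seen, gave 9 up-expressed and 3317 down-expressed genes here. The Pearson correlation between the direct arrays across genes was 0.851. All 147 up- or down-expressed genes changed in the same direction on both of these arrays, and 142 of them by more than 1 on the log2 scale on each. None of the 147 genes was below the detection limit of the scanner software in all extracts of a condition. Their probes differed by a median range of 0.17 on the log2 scale, and by at most 3.50. Among the alternatives set in advance, the processed signals of the Feature Extraction software gave 145 up-expressed and 209 down-expressed genes, and centring each array on its median in place of loess gave 37 and 254.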

The comparison of the parental strain (HM26) in carbon starvation versus nitrogen starvation is shown in Figure 5.

A total of 42% of the up-expressed (40 proteins) and 22% of the down-expressed (32 proteins) genes correspond to hypothetical proteins (Table S5), resulting in 56 up-expressed (Table S6) and 116 down-expressed genes (Table S7) with known functions. The up-regulated genes are mostly related to carbon metabolism (20%), DNA metabolism and processing (20%), amino acid metabolism (18%), and energy metabolism (9%). In addition, genes related to environmental information processing, nitrogen, and lipid metabolism are also more highly expressed. The following enzymes are noteworthy, as they have Log_2_FC values > 5: glutamate dehydrogenase enzyme (HFX_2178), subunit I and II of cytochrome c oxidase enzyme (HFX_1732 and HFX_1733), and DNA starvation/stationary phase protection protein (HFX_1685). On the other hand, the down-regulated genes are mainly related to amino acid metabolism (14.6%), cellular transport (13.7%), carbon metabolism (12%), nitrogen metabolism (10.35%), DNA metabolism and processing (10.35%) and energy metabolism (7%). In addition, genes related to vitamin and cofactor metabolism, nucleotide metabolism, lipid metabolism, environmental information processing, genes encoding several stress proteins (HFX_1094, HFX_0946, HFX_1885, HFX_0369, and HFX_1928), and genes related to signaling and cellular processes are also more highly expressed. 

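In the same contrast, 5 genes had a log2 fold change above 5. The largest was that of ctg2_02318, at 6.23 (standard error 0.24, limma, adjusted p = 2e-05), with log2 ratios of 6.25 and 6.85 on the direct arrays and of 6.16 to 6.33 between its probes. In HM26-Δ*Sm1*, the log2 fold change of ctg2_02318 was 5.82 (standard error 0.24, limma, adjusted p = 4.69e-05). The number of genes above 5 was 10 with the signals processed by the Feature Extraction software and 2 with median centring. The identifier was the first by the rule for named genes set in advance, and its HFX locus number is not known from the files.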

The following proteins are noteworthy, as they have Log_2_FC values < −4: stress protein UpsA (HFX_1928); MFS transporter (HFX_2003) and DMT family transporter (HFX_5153); transcriptional regulators (HFX-0453, HFX_0731, and HFX_1124); and enzymes related to nitrogen assimilation: ferredoxin-nitrite reductase (HFX_2005), PII nitrogen regulatory proteins (HFX_0092 and HFX_0094), the enzyme glutamate synthase (HFX_0844) and the ammonium transporter (HFX_0095). 

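In this contrast, 4 genes had a log2 fold change below -4. There were 9 such genes without background correction, 12 with the values of the authors' series matrix, 14 in a fit of the separate channels and 32 with median centring. The number was also 12 with the array that carried HM26 under carbon starvation in Cy5 left out.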

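In HM26-Δ*Sm1*, 34 genes were up-expressed and 60 were down-expressed under carbon starvation against nitrogen starvation, and the same 94 genes passed after adjustment. The processed signals of the Feature Extraction software gave 69 up-expressed and 125 down-expressed genes, and median centring gave 18 and 101. An adjusted p-value under 0.05 in limma was reached by 1131 genes, 493 of them higher and 638 lower under carbon starvation. The direct arrays had a correlation of 0.681 across genes, and all 94 genes exceeded 1 on the log2 scale in the same direction on both. Of the genes that were up-expressed in HM26 in this contrast, 24 were also up-expressed in the mutant, and 44 were down-expressed in both strains. A single gene passed in opposite directions. Of the 66 genes up-expressed in HM26, 64 had a positive log2 fold change in the mutant, 63 of them with an unadjusted p-value under 0.05 in limma, and of the 81 down-expressed genes, 78 had a negative one, 66 with such a p-value. On the direct arrays of the mutant alone, 65 of the 66 genes had a positive mean and 79 of the 81 a negative one. With no starvation response of the mutant in simulated data, a mean of 53.9% and at most 63.5% of such genes had the same sign in both strains in the model, and at most 12.3% with an unadjusted p-value under 0.05 in limma as well.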

In comparing HM26-Δ*Sm1* in carbon starvation versus nitrogen starvation, the same profile as in the parental HM26 strain is observed, except for genes regulated by the Lsm protein, as expected.

Table 1 shows the genes regulated by the Lsm protein depending on the deficiency type. As can be seen, genes related to energy metabolism, stress proteins, and biotin synthesis are highly regulated by the Lsm protein in nitrogen source deficiency but not in carbon source deficiency. All of them present a Log_2_FC < −2, so the Lsm protein mediates the positive regulation in the expression of these genes. On the other hand, in both conditions, the Lsm protein regulates transcriptional regulators. 

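For the 33 genes that were down-expressed in HM26-Δ*Sm1* under nitrogen starvation, the median log2 fold change was -2.45 under nitrogen starvation. Under carbon starvation, the model over all 8 arrays gave a median of -0.55 and a negative value for 32 of the 33 genes, 7 of them with an unadjusted p-value under 0.05 in limma. The direct arrays under carbon starvation did not show this, with a median of -0.01 and a negative mean for 18 of the 33 genes, so the negative values came through the arrays of the other contrasts. With no strain effect under carbon starvation in simulated data, a mean of 56.6% and at most 77.8% of such genes were negative in the model. The 33 genes were selected by their values under nitrogen starvation, which favours large values in that condition. The difference between the strain effects in the 2 starvations was tested in limma as an interaction term, and 16 of the 33 genes had an adjusted p-value under 0.05 for it. Over all 3901 genes, this number was 590, or 15.1%, with 343 more positive and 247 more negative under nitrogen starvation. This balance turned round with median centring (413 and 623), the direct arrays alone (112 and 186), the processed signals (396 and 400), probes as separate observations (998 and 1018) and without the array that carried HM26 under carbon starvation in Cy5 and HM26 under nitrogen starvation in Cy3 (260 and 271). The number of 590 ranged from 201 to 697 with each array left out in turn. Of the 8 genes that were up- or down-expressed under carbon starvation and the 36 under nitrogen starvation, 2 were the same genes, and 1 of these changed in the same direction in both.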

In carbon deficiency, the Lsm protein mediates the negative regulation of the PadR family transcriptional regulator (Log_2_FC = 2.37). In nitrogen deficiency, the Lsm protein mediates the positive regulation of two transcriptional regulators (HFX_1341 and HFX_0165) (Log_2_FC < −2).

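The response to starvation was compared between the strains across all genes, with the mean log2 ratio of carbon over nitrogen starvation on the direct arrays of each strain. These arrays share no RNA extract. Pearson's r across 3901 genes was 0.777 and Spearman's rho was 0.66, as a description, because genes are not independent replicates. Between single arrays of the 2 strains, r lay between 0.604 and 0.78. The value with the HM26-Δ*Sm1* array that carried nitrogen starvation in Cy5 left out was 0.661. The spread of the log2 ratios beyond the noise, as a standard deviation across genes, was 0.584 in the mutant and 0.794 in HM26. The genes that the paper assigns to carbon and nitrogen metabolism were not analysed here as a group, since their identifiers on the array are not known.

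**Figure D2:**
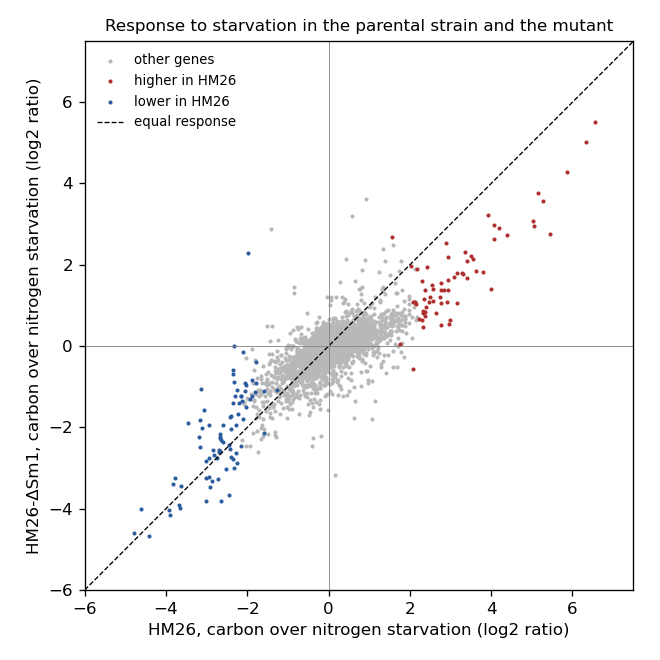
Log2 ratio of carbon over nitrogen starvation in HM26 (horizontal axis) and in HM26-Δ*Sm1* (vertical axis), each the mean of 2 direct arrays, for 3901 genes; red and blue points are the 66 up-expressed and 81 down-expressed genes of HM26, and the dashed line marks an equal response. Most coloured points have the same sign in both strains, and many of the red points lie below the dashed line. The coloured points were chosen for large values in HM26, which by itself favours a smaller response in the mutant.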

As can be seen in Figure 6, and as expected, the genes related to carbon and nitrogen metabolism present a similar pattern in the comparisons “carbon deficiency versus nitrogen deficiency in the parental strain HM26 (HM26HC/HM26HN)” and “carbon starvation versus nitrogen starvation in the HM26-Δ*Sm1* mutant strain (Δ*Sm1*HC/Δ*Sm1*HN)”, except for the genes that are regulated by the Lsm protein.

### 2.3. Overexpression and Purification

Cloning the *lsm* gene into the overexpression vector pTA1992 was successful (Figure S2). Next, chemo-competent *E. coli* JM110 cells were transformed with pTA1992-Lsm-HisTag to obtain unmethylated DNA for the efficient transformation of *Hfx. mediterranei*. The purified pTA1992-Lsm-HisTag plasmids were checked via Sanger sequencing (STAB VIDA, Caparica, Portugal).

The *Hfx. mediterranei* HM26 and HM26-Δ*lsm* strains were transformed with the pTA1992-Lsm-HisTag construct. HM26 and HM26-Δ*lsm* were grown in 10 mL of the complex medium at 42 °C to the stationary phase by collecting aliquots at different times (3 h, 6 h, 12 h, and 24 h), which were analyzed on 14% SDS-PAGE and detected using Coomassie blue staining (Figure 7A). There are no noticeable differences between 12 h and 24 h of growth. As for the HM26 and HM26-Δ*lsm* strains, the overexpression appears slightly higher in the HM26-Δ*lsm* strain. Based on these results, it was decided to perform homologous overexpression of the Lsm protein in the HM26-Δ*lsm* strain in larger culture volumes during 12 h of growth.

After the overexpression of the Lsm protein in the HM26-Δ*lsm* strain for 12 h of growth in 50 mL of complex medium, affinity chromatography was performed using a His-Trap HP 5 mL column (GE Healthcare Life Sciences, Barcelona, Spain). All the elution fractions presented only the purified Lsm protein, so these fractions were pooled and the protein concentration was measured, obtaining a concentration of 0.08 mg/mL in a volume of 30 mL (2.4 mg of Lsm protein) (Figure 7B). After dialyzing the sample, a concentration of 0.06 mg/mL was obtained in a volume of 28 mL (1.68 mg of Lsm protein), and protease cleavage was performed to remove the His-tail of the Lsm protein. Finally, the second affinity chromatography was performed with the same His-Trap HP 5 mL column (GE Healthcare Life Sciences, Barcelona, Spain). In the fractions corresponding to the washes (Figure 7B), the purified Lsm protein was obtained without the His-tag. The fractions from the washes containing the Lsm protein were then pooled and the concentration was measured to obtain 0.032 mg/mL in a volume of 30 mL (0.96 mg of purified Lsm protein).

### 2.4. Molecular Mass Determination of Lsm Protein

The elution volume obtained for each of the standard proteins and the recombinant Lsm proteins is shown in Table S8 and Figure S3. The theoretical molecular weight of the Lsm protein monomer is 8.2 kDa, as shown in Figure 8A, using a concentration of 0.5 M NaCl, 33% of the Lsm protein has a trimer quaternary structure (27.5 kDa) and 66% has a quaternary structure of 6 hexamer rings (36 subunits, 295 kDa); using a concentration of 1 M NaCl, a single peak with a quaternary structure of 6 hexamer rings (36 subunits) is obtained; using a 1.5 M NaCl concentration, 50% of the Lsm protein is obtained as a quaternary structure of 12 hexamer rings (72 subunits, 588.8 kDa), and the other 50% has a quaternary structure of 6 hexamer rings (36 subunits); finally, using a 2 M NaCl concentration, a single peak with a quaternary structure of 6 hexamer rings (36 subunits) is obtained.

All the fractions obtained after gel filtration chromatography in the presence of different NaCl concentrations (0.5 M, 1 M, 1.5 M, and 2 M) of the purified Lsm protein were analyzed via Western blot using an antibody specific for the Lsm protein to verify that they corresponded to this protein (Figure 8B). As can be seen, peaks 1 and 2, corresponding to 12 hexamer rings and 6 hexamer rings, respectively, are formed by the Lsm protein. On the other hand, from the sample of peak 3, corresponding to a trimer, no signal was obtained using this technique, so it cannot be affirmed that the Lsm protein is organized in trimers.

## 3. Discussion

In this work, different bioinformatics tools have been used to increase the knowledge of the Lsm protein in *Hfx. mediterranei.* The species of the class Halobacteria are adapted to grow in salt concentrations higher than 2 M NaCl, employing a strategy (salt-in strategy) that consists of maintaining high intracellular salt concentrations equivalent to or higher than the external concentration of the medium, explicitly accumulating KCl in their cytosol to maintain osmotic equilibrium [52,53]. The proteins have a highly negative surface charge to tolerate these high potassium levels and exhibit a highly acidic proteome [54]. Interestingly, the percentage of similarity between the Lsm protein of *Hfx. mediterranei* and homologous proteins from eukaryotic species is higher than 45%, despite having a high percentage of acidic residues. Moreover, the amino acid sequence of Lsm from *Hfx. mediterranei* corresponds precisely to the consensus amino acid sequence of eukaryotic Lsm proteins [11,33,34], with only a few similarities to the consensus sequence of the bacterial Hfq proteins [55]. In addition, all the RNA-binding residues of the inner and outer pockets of *P. abyssi* [44] are conserved in *Hfx. mediterranei*. These residues are exclusively conserved in the Lsm proteins of Halobacteria class species [34]. The secondary structure of the Lsm protein from *Hfx. mediterranei* was predicted, obtaining an α-helix at the N-terminal end, followed by 6 β-sheets; however, the Lsm proteins are characterized by an α-helix at the N-terminal end, followed by 5 β-sheets [21], so we proposed a more likely hypothetical structure from the results obtained. Although the Lsm protein of *Hbt. salinarum* R1 is the first solved Lsm protein structure of a halophilic microorganism [14], the three-dimensional model that best fits the *Hfx. mediterranei* protein is the Lsm protein of *A. fulgidus*, observing only five residues located in the variable region between the β3 and β4 sheets.

The transcriptional differences between carbon deficiency (120 h) and nitrogen deficiency (120 h) in the parental strain HM26 (R4 Δ*pyrE2*) and in the HM26-Δ*Sm1* mutant strain (R4 Δ*pyrE2* Δ*Sm1*) were analyzed via microarray analysis. The carbon deficiency versus nitrogen deficiency of the HM26 strain showed that among the up-regulated proteins, the most significant differences are the enzyme glutamate dehydrogenase, subunits I and II of the enzyme cytochrome c oxidase, and the stationary/starvation phase DNA protection protein. At the same time, the down-regulated proteins are the stress protein UpsA, MFS, EamA transporter, three transcriptional regulators, and enzymes related to nitrogen assimilation. In addition, under conditions of carbon deficit, enzymes connected to amino acid catabolism and key enzymes of carbon metabolism are more highly expressed, allowing the assimilation of the amino acids, carbon assimilation via gluconeogenesis, and energy production via the Tricarboxylic Acid Cycle (TCA), the electron chain and oxidative phosphorylation. These results agree with the results obtained in *Hfx. volcanii*, where it was found that genes related to the TCA, the electron transport chain, and ATP synthesis are negatively regulated in the presence of glucose [56]. Moreover, as expected, the ammonium in the medium is assimilated by the enzyme glutamate dehydrogenase (Log_2_FC = 7.26), which acts at high ammonium concentrations. In contrast, the enzyme nitrite reductase, PII nitrogen regulatory proteins, and the ammonium transporter are more highly expressed under nitrogen deficit conditions [57,58]. Several genes encoding different transcriptional regulators are also significantly differentially expressed. Based on our results, the transcriptional regulators HFX_0168, HFX_6439, HFX_1280, and HFX_6454 are closely related to gene regulation under carbon starvation. Eight transcriptional regulators are involved in gene regulation under nitrogen-deficient conditions. It is noteworthy that Universal Stress Proteins (USPs) are relevant in nitrogen deficit conditions, since five proteins of this type show Log_2_FC values between −2.63 and −4.03. These proteins are expressed under various conditions, such as heat shock, membrane damage, carbon, nitrogen, sulfate, phosphate, and amino acid starvation [59,60,61,62]. Under stress conditions, USPs are overexpressed via different mechanisms that help the organism to survive [43,63]. Therefore, this experiment has allowed the first identification of USPs in *Hfx. mediterranei* that mediate survival under nitrogen deficit conditions. The contrast between HM26-Δ*Sm1* and HM26 in carbon starvation provides information on the regulation by the Lsm protein under this condition. The results of the contrast HM26-Δ*Sm1* versus the parental strain HM26 in carbon deficiency indicate that the Lsm protein under carbon starvation mediates the negative regulation of proteins related to cell motility (flagellin), DNA metabolism and transcriptional regulation (PadR family) and the positive regulation of the biotin synthase BioB related to biotin synthesis and thiolase related to carbon metabolism, degradation of ketone bodies, fatty acids, amino acids and benzoate, and biosynthesis of secondary metabolites. On the other hand, under nitrogen starvation, the Lsm protein mediates the negative regulation of the enzyme aldehyde dehydrogenase, which is involved in carbon metabolism (glycolysis/gluconeogenesis and pyruvate metabolism), fatty acid degradation, amino acid degradation (valine, leucine, isoleucine, and lysine), glycerolipid metabolism, secondary metabolite biosynthesis, and cofactor biosynthesis; and beta-ketoacyl-ACP reductase, related to fatty acid, biotin, and secondary metabolite biosynthesis. Moreover, the Lsm protein mediates the positive regulation of proteins related to energy metabolism, specifically with the electron transport chain and oxidative phosphorylation. In addition, genes related to gene expression, specifically two transcriptional regulators and five genes encoding universal stress proteins (UpsA), are also positively regulated by Lsm. Although the Hfq proteins have been extensively studied, their function under carbon or nitrogen deficit conditions has never been analyzed. Moreover, only the transcriptome of a deletion mutant of the Sm1 motif of the *lsm* gene in *Hfx. volcanii* has been studied, making this the only transcriptomic study related to the *lsm* gene in archaea. Specifically, this study was performed under carbon-rich conditions, where, interestingly, the Lsm protein mediates the regulation of genes related to cell motility (*flgA1* and *flgA2*) [32].

Homologous overexpression and purification of the *Hfx. mediterranei* Lsm protein has allowed us to determine its quaternary structure by means of molecular exclusion chromatography, obtaining the *Hfx. mediterranei* Lsm protein can form hexameric complexes, which can aggregate into 6 or 12 hexameric rings depending on the NaCl concentration and without RNA. Bacterial Hfq proteins form hexamers [9], whereas eukaryotic Lsm/Sm proteins form heteroheptameric complexes. In contrast, in archaea, the Lsm protein structures are composed of homohexameric [10] or homoheptameric complexes [8,11,12,13,16]. The hexameric or heptameric rings of the Hfq and Sm/Lsm proteins consist of Lsm subunits that assemble in the absence of RNA [8,10,11,12,13,16]. In *A. fulgidus*, the Lsm2 protein was found to form hexamers without RNA but was shown to assemble into stable heptamers upon adding U-rich RNA [10,15]. The Lsm1 structures from *A. fulgidus* and *P. abyssi* revealed that this protein binds U-rich RNA like Hfq and Lsm from eukaryotes, binding inside the proximal face pore, and a U residue binds to each subunit [8,44]. In addition, an unexpected property demonstrated for the Lsm proteins in archaea is their polymerization into long, well-ordered fibers under physiological conditions. These polar fibers are formed through the head-to-tail stacking of heptamers [21,64]. The *E. coli* Hfq protein polymerizes into well-ordered fibers that closely resemble those found in archaea. However, Hfq and Lsm fibers assemble in different ways. At the same time, the Lsm proteins polymerize into polar tubes via head-to-tail stacking, and the Hfq proteins polymerize into helical fibers formed by layers of 36 monomers arranged hierarchically as hexamers [64]. The biological significance of polymerizing these proteins (Lsm and Hfq) is unknown. Still, fiber formation is reconcilable with several physiological functions, such as sequestering mRNA or as a proper Hfq reservoir. Remarkably, (i) polymerization occurs in the absence of RNA and is, therefore, an intrinsic feature of these proteins (not an RNA-induced artifact); (ii) Hfq oligomers can bind RNA, so any physiological functions of Hfq and Sm polymers are probably related to RNA in vivo; and (iii) Hfq polymers can influence DNA packaging [64]. Finally, the Lsm proteins are not the only example of RNA-binding proteins that polymerize into fibers; similar biochemical (RNA binding) and biophysical (polymerization) properties have been described for the HIV Rev protein, forming helical polymers that function to coat viral nucleic acids [65,66,67]. However, single-ring Lsm proteins are considered biologically relevant units, i.e., the hexameric or heptameric complex. Based on our results, we hypothesize that the Lsm protein of *Hfx. mediterranei*, in the absence of RNA, can polymerize into fibrillar structures formed by hexameric rings. However, probably upon the addition of RNA, these hexamers assemble into heptamers, as in *A. fulgidus.* This hypothesis is supported by the results obtained via homology modeling and AlphaFold2 prediction, which shows that the structure is heptameric (Supplementary Material Lsm_AlphaFold2).

## 4. Materials and Methods

### 4.1. Bioinformatic Analysis

The predictive analysis of the physical and chemical properties of the *Hfx. mediterranei* Lsm protein was already conducted using ProtParam from ExPASy (www.expasy.org, (accessed on 22 January 2022)) and the amino acid sequence o*f Hfx. mediterranei* was aligned and compared to the amino acid sequence of the Lsm protein from *P. abyssi* [33,34].

The secondary structure of the Lsm protein of *Hfx. mediterranei* was predicted using Sequence Annotated by Structure, SAS (v1) [45], and Jpred 4 (v4) [46]. To generate a three-dimensional model of the structure of the Lsm protein of *Hfx. mediterranei*, we first performed an alignment based on the amino acid sequence against the PDB database [47] using the BLAST tool [48] to obtain a suitable reference structure for modeling the Lsm protein. The three reference structures with the highest coverage, sequence identity, and lowest E-value were chosen as reference structures, avoiding using reference structures with mutations that could cause critical structural modifications. For the comparative modeling of the three-dimensional structure, SWISS-MODEL from ExPASy was used [68]. In addition, to check that the generated models were statistically correct, Ramachandran diagrams were obtained for each of the models using the MolProbity web service (http://molprobity.biochem.duke.edu/ (accessed on 6 December 2023)) by observing the dihedral angles of all the residues in the polypeptide chain and paying attention to the location of amino acids in the forbidden zones [69]. Moreover, the prediction of the Lsm protein structure was obtained using the AlphaFold2 software (ColabFold v1.5.5) https://colab.research.google.com/github/sokrypton/ColabFold/blob/main/AlphaFold2.ipynb [49] (accessed on 6 December 2023) and its multimeric models. The algorithm was run through the Google Collaboratory (Colab) notebook template application and servers. The program was run with the default parameters, including six and seven monomers.

### 4.2. Strains, Plasmids, and Culture Conditions

The *Hfx. mediterranei* strains R4 (ATCC 33500^T^) [70], *Hfx. mediterranei* HM26 (R4 Δ*pyrE2*) [71], *Hfx. mediterranei* HM26-Δ*lsm* (R4 Δ*pyrE2* Δ*lsm*) [33] and *Hfx. mediterranei* HM26-Δ*Sm1* (R4 Δ*pyrE2* Δ*Sm1*) [33] were employed in this study. In the HM26-Δ*lsm* deletion mutant, the *lsm* ORF (HFX_2733) was deleted entirely. In contrast, in the HM26-Δ*Sm1* deletion mutant, only the Sm1 motif of the *lsm* gene was deleted and, therefore, contains an intact internal promoter of the *rpl37e* gene located in the Sm2 motif.

The *Hfx. mediterranei* strains were grown in different culture media at 42 °C containing 25% (*w*/*v*) salt water (25% SW) [70]. The pH of all the media was adjusted to 7.2–7.4, with NaOH. To study the transcriptional expression in nitrogen and carbon starvation via DNA microarray, the *Hfx. mediterranei* cells were grown in a defined medium with 40 mM NH_4_Cl and 10 g/L glucose supplemented with 0.0005 g/L FeCl_3_, 0.5 g/L KH_2_PO_4_, 100 mM MOPS, and 50 µg/mL uracil until the mid-exponential phase. Subsequently, the cells were harvested by means of centrifugation for 10 min at 13,000× *g*, washed twice with 25% SW, and transferred to a medium without a nitrogen or carbon source. For the homologous overexpression assay in HM26, complex medium (25% SW, 0.5% (*w*/*v*) yeast extract, and 100 mM MOPS) was used, and aliquots were collected at various times (3 h, 6 h, 12 h, and 24 h).

The *Escherichia coli* strains DH5α for cloning and JM110 for preparing unmethylated DNA for efficient transformation of *Hfx. mediterranei* were grown overnight in Luria–Bertani medium with ampicillin (100 µg/mL) at 37 °C.

The plasmid pTA1992, kindly provided by Dr. Thorsten Allers (University of Nottingham, UK), was used for the protein overexpression. This vector contains pHV2 origin, *pyrE2*, and *hdrB* markers to allow the selection of positive clones on media lacking uracil and thymidine and strong p.syn synthetic promoter for the constitutive overexpression of halophilic proteins with an N-terminal His-tag and/or a C-terminal StrepII-tag [72,73].

### 4.3. DNA Microarray Analysis

The experimental design of the array can be seen in Figure S4. The transcriptional analysis of the HM26-Δ*Sm1* deletion mutant versus the parental strain HM26 was performed under nitrogen and carbon starvation for 120 h. Following the product specifications, the total RNA was isolated from these samples using the RNeasy Mini Kit (Qiagen, Hilden, Germany). The quality and quantity of the total RNA were checked with a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and NanoDrop (Thermo Fisher Scientific, Waltham, MA, USA), respectively. All the samples showed an RNA integrity number (RIN) higher than 7.

The transcriptional analysis using the expression microarray technique was designed based on the *Hfx. mediterranei* genome using eArray software (v. 6.1, Agilent Technologies, CA, USA) [57]. The microarray analysis was conducted at Bioarray, S.L. Company (Alicante, Spain). Three probes were designed for each gene, all with a length of 60 nucleotides. The cDNA labeling was performed with the two-color microarray-based gene expression analysis v. 6.5 (Agilent Technologies, CA, USA) according to the manufacturer’s protocol. This consisted of labeling the reference condition and the condition of interest with a different fluorochrome (Cy3 and Cy5, respectively). An oligo array hybridization buffer was added, and the samples were applied to the microarray in an Agilent SureHyb-enabled hybridization chamber to perform the hybridization. The microarray images were acquired using a G2505C scanner (Agilent Technologies, CA, USA) and analyzed with Agilent Feature Extraction Software v. 10.7.3.1 (Agilent Technologies, CA, USA).

All the statistical and differential expression analyses were performed using Bioconductor’s Limma package (http://www.bioconductor.org/ accessed 5 June 2021). Gene expression was considered up- or down-expressed if the Log_2_FC of the fold change was ≥2.0-fold (up-expressed) or ≤−2.0-fold (down-expressed) and statistically significant (*p*-value < 0.05). The microarray data can be accessed from the Gene Expression Omnibus (GEO) database (GSE244624).

### 4.4. Homologous Overexpression of lsm in Hfx. mediterranei HM26

The *lsm* gene was amplified via PCR from the genomic DNA of *Hfx. mediterranei* R4 (100 ng DNA, 1X buffer, 2.5 mM MgCl_2_, 0.2 mM dNTPs, 100 pmol/oligonucleotide, and 1 U of Supreme NZYTaqII DNA Polymerase (NZYTech, Lisbon, Portugal)) using the direct primer pTA1992Lsm_D (5′-CAC CAC CAC CAC CAC CAC CAC CAC CTT GAA GTC CTC TCT TTC AGG GAC CCA TGA GCG GCC GAC CCG ACC CCT CGA-3′) and the reverse primer pTA1992Lsm_R (5′-CTG CGG CGG CCG CAA GCT TTT TCA TGC TTT GAT GGT CAC GAC GAC GTT ATC-3′). The primers were designed according to the instructions of the In-Fusion**^®^** HD Cloning kit (Clontech, Torrejón de Ardoz, Madrid, Spain). The PCR product was purified using the Gel Band Purification Kit (GE Healthcare Life Sciences, Barcelona, Spain) according to the manufacturer’s instructions. The pTA1992 vector (1 µg) was digested with the *Pci*I and *EcoR*I restriction enzymes (Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C for 1 h.

Once the pTA1992 vector was linearized and the amplified insert was purified, cloning was performed using the In-Fusion**^®^** HD Cloning kit following the manufacturer’s instructions, transforming chemo-competent *E. coli* DH5α cells via the standard heat shock transformation protocol [74] using LB with Amp (100 µg/mL) as the selection medium. Once the plasmids were verified, chemo-competent *E. coli* JM110 cells were transformed with the plasmids [74] to prepare unmethylated DNA for the efficient transformation of *Hfx. mediterranei*. Similarly, pTA1992-*lsm*-HisTag plasmids transformed into *E. coli* JM110 were purified with the E.Z.N.A.**^®^** Plasmid DNA Mini Kit I (Omega Bio-Tek, Norcross, GA, USA). Finally, the pTA1992-*lsm*-HisTag plasmid sequence was checked by means of Sanger sequencing (STAB VIDA, Caparica, Portugal).

The *Hfx. mediterranei* strains HM26 and HM26-Δ*lsm* were transformed with the pTA1992-*lsm*-HisTag [71] and selected on agar plates with a defined medium (25% SW, 0.25% (*w*/*v*) Casamino acids, 10 mM NH_4_Cl, 4 mM CaCl_2_, 0.5 g/L K_2_HPO_4_, 0.0005 g/L FeCl_3_ and 100 mM MOPS). The plates were incubated at 42 °C for 7–10 days until pink colonies were visible.

The colonies transformed with the pTA1992-*lsm*-HisTag of HM26 and HM26-Δ*lsm* strains were grown in 10 mL of the complex medium at 42 °C to the stationary phase by collecting 1 mL aliquots at various times (3 h, 6 h, 12 h, and 24 h). The different aliquots were harvested via centrifugation at 13,000× *g* for 30 min and resuspended in 40% (*w*/*v*) binding buffer (20 mM Tris-HCl, 1.5 M NaCl, 20 mM imidazole, pH 7.4). The cells were lysed in the cold via sonication (9 pulses of 40 s, at 10% amplitude) using a Digital Sonifier S450D sonicator (BRANSON, Barcelona, Spain). The cell lysate was centrifuged at 16,000× *g* for 15 min at 4 °C, and the supernatant was collected to obtain the total protein extract. All the extracts obtained at different incubation times were analyzed on 14% SDS-PAGE using PageRuler Plus Prestained Protein Ladder (Thermo Fisher Scientific, Waltham, MA, USA) as molecular weight markers. Proteins were detected via staining with Coomassie Brilliant Blue.

### 4.5. Protein Purification

Based on the results obtained, it was decided to overexpress the Lsm protein from the HM26-Δ*lsm* strain after 12 h of growth in 50 mL of the complex medium at 42 °C. After growth, the culture was centrifuged at 13,000× *g* for 30 min and resuspended in binding buffer (20 mM Tris-HCl, 1.5 M NaCl, 20 mM imidazole, pH 7.4). The total protein extract was obtained in the same way as in Section 2.4. Finally, the extract was filtered through a 0.45 µm filter for affinity chromatography.

Once the extract was prepared, affinity chromatography was performed using a 5 mL His-Trap HP column (GE Healthcare Life Sciences, Barcelona, Spain). A flow rate of 5 mL/min was used during all the chromatographic steps. The column was equilibrated with 5 CVs (column volumes) of binding buffer (20 mM Tris-HCl, 1.5 M NaCl, 20 mM imidazole, pH 7.4), and a 40 mL sample volume was applied (maximum recommended by the manufacturer). The column was washed with binding buffer (10 CV). Finally, the protein was eluted with 7 CV of elution buffer (20 mM Tris-HCl, 1.5 M NaCl, 500 mM imidazole, pH 7.5). The concentration and quality of the elution fractions were visualized using 14% SDS-PAGE denaturing electrophoresis, and the protein concentration of each fraction was measured using the Bradford method [75].

Before the cleavage of the His-tag with HRV3C protease, dialysis was performed to remove excess imidazole against 2 L of binding buffer (20 mM Tris-HCl, 1.5 M NaCl, 20 mM imidazole, pH 7.4). Finally, the protein concentration was measured using the Bradford method [75]. Protease cleavage was performed by adding 14 mM β-mercaptoethanol and 1 mg HRV3C protease/100 mg protein to the dialysate solution and incubating for 2 h at room temperature.

The affinity chromatography was performed using a His-Trap HP 5 mL column (GE Healthcare Life Sciences, Barcelona, Spain) following the same protocol as previously explained. In this case, purified Lsm protein is expected to be obtained in the washes after sample application. The concentration and quality of the elution fractions were analyzed, as explained above.

### 4.6. Determination of Molecular Mass

A HiPrep 16/60 Sephacryl S-200 High-Resolution HiPrep column (Cytiva, Barcelona, Spain) was employed to determine the size of the Lsm protein. Before the sample application, the column was equilibrated with 2 CV. The effect of NaCl on the Lsm quaternary structure was analyzed using different buffers with an increasing NaCl concentration (20 mM Tris-HCl, pH 7.5, 0.5 M, 1 M, 1.5 M, or 2 M). Protein standards were loaded to the column using the maximum volume recommended by the manufacturer and a 0.5 mL/min flow rate during all the chromatographic steps. The chromatography was performed with 1 CV using the same buffer with which the column was equilibrated. Finally, the protein concentration was determined via the Bradford method [75] from the elution peaks of the standard proteins and the Lsm protein.

All the peak fractions obtained after performing molecular size-exclusion chromatography at different NaCl concentrations (0.5 M, 1 M, 1.5 M, and 2 M) of the purified Lsm protein were analyzed on 14% SDS-PAGE, as described above.

### 4.7. Western Blot

To verify that the peaks obtained corresponded to the Lsm protein, Western blot was performed, as described in the Western Blotting Principles and Methods Manual (GE Healthcare Life Sciences, Barcelona, Spain), using 10 μg of Lsm protein, rabbit polyclonal anti-Lsm antibody (GenScript, Piscataway, NJ, USA) as the primary antibody at a concentration of 0.6 mg/mL and a 1:50,000 peroxidase-labeled secondary antibody (Thermo Fisher Scientific, Waltham, MA, USA). Immunodetection was performed using the chemiluminescent substrate luminol according to the manufacturer’s instructions with an Amersham^TM^ ECL^TM^ Prime Western Blotting Detection Reagent Kit (GE Healthcare Life Sciences, Barcelona, Spain).

## Figures and Tables

**Figure 1:**
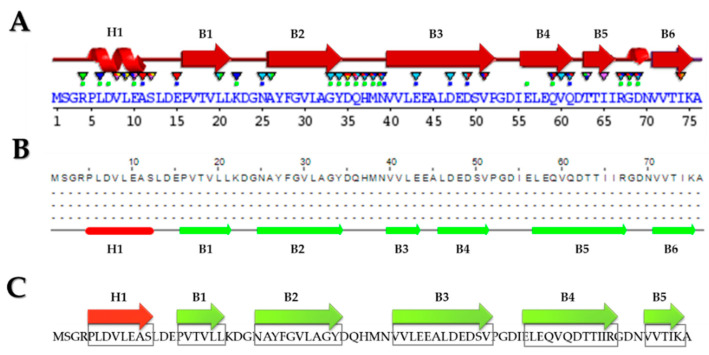
Analysis of the secondary structure of the Lsm protein of *Hfx. mediterranei*. (**A**) Secondary structure by means of SAS. The α-helix structure is represented by a spiral and the β-sheet by an arrow. Green dots indicate residues interacting with RNA/DNA, and blue dots indicate interactions with metals. Triangles indicate active residues deposited on other proteins in PDB. (**B**) Secondary structure by means of Jpred 4. (**C**) Proposed secondary structure. The α-helix structure (H1) is shown in red, and the β-sheet (B1–B6) is green.

**Figure 2:**
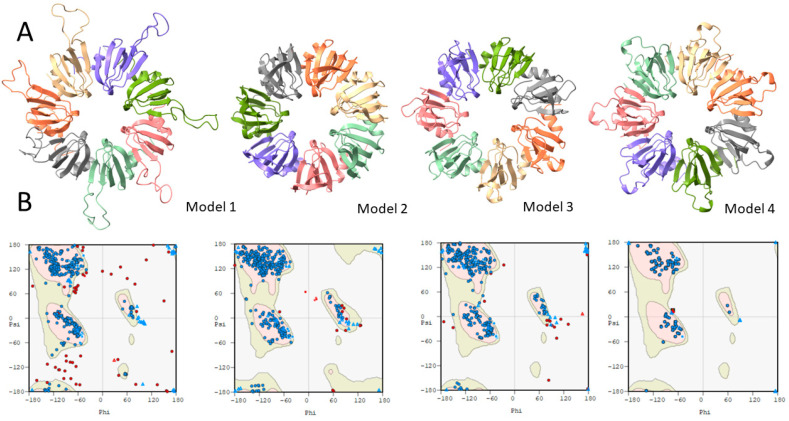
Homology modeling results of the Lsm protein of *Hfx. mediterranei*. (**A**) Structural models obtained via sequence homology from *Hbt. salinarum* (model 1), *A. fulgidus* (model 2) and *P. abyssi* (model 3) with SWISS_MODEL. Model 4 was produced using Colab AlphaFold2. The program was run with the default parameters, including six and seven monomers. The top structures were relaxed using amber [49]. (**B**) Ramachandran plots.

**Figure 3:**
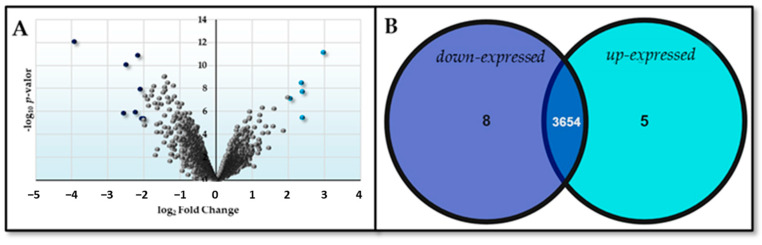
Differential expression represented by (**A**) Volcano plot (dark blue dots indicate down-expressed genes and light blue dots indicate up-expressed genes) and (**B**) Venn diagram of the contrast HM26-Δ*Sm1* in carbon deficiency versus HM26 in carbon deficiency (Δ*Sm1*HC-HM26HC).

**Figure 4:**
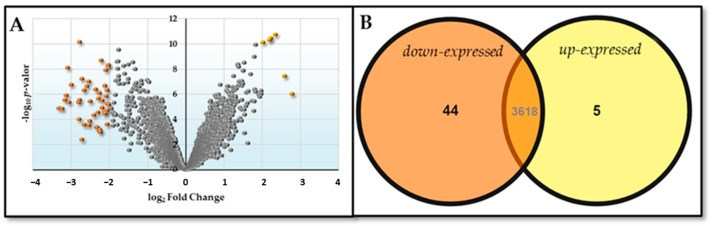
Differential expression represented by (**A**) Volcano plot (orange dots indicate dow-expressed genes and yellow dots indicate up-expressed genes) and (**B**) Venn diagram of the contrast HM26-Δ*Sm1* in nitrogen deficiency versus HM26 in nitrogen deficiency (Δ*Sm1*HN-HM26HN).

**Figure 5:**
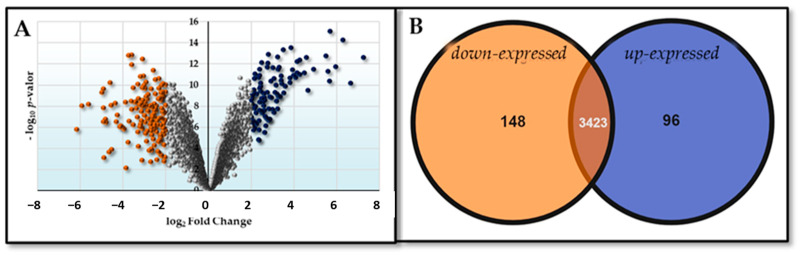
Differential expression represented by (**A**) volcano plot (orange dots indicate dow-expressed genes and dark blue dots indicate up-expressed genes) and (**B**) Venn diagram of the contrast HM26 in carbon deficiency versus HM26 in nitrogen deficiency (HM26HC-HM26HN).

**Figure 6:**
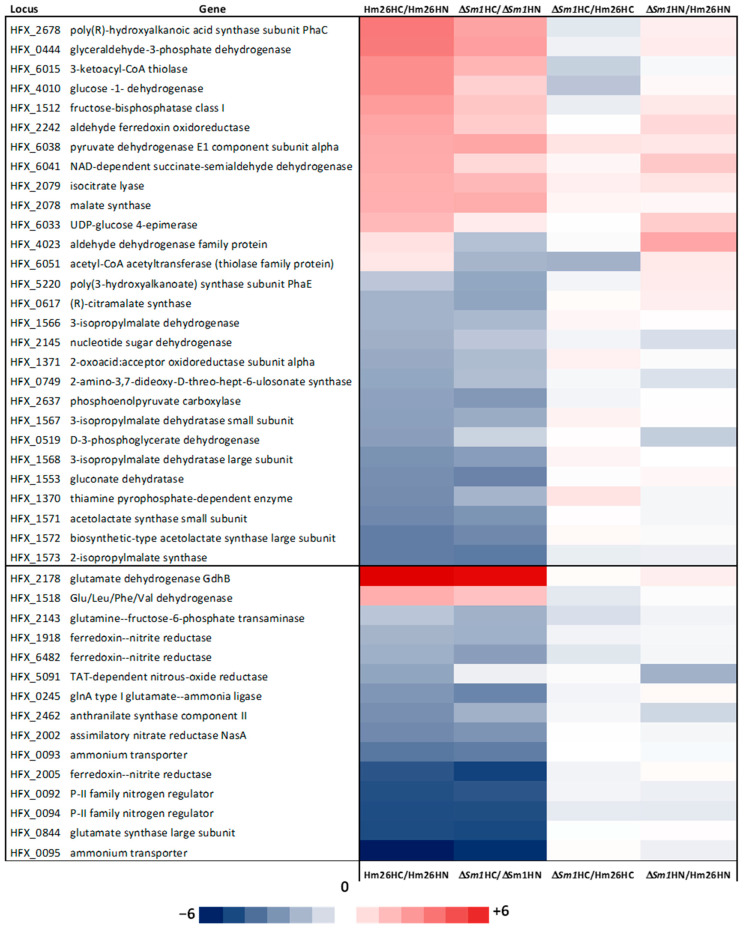
Heat map of the genes related to carbon metabolism (**top**) and nitrogen metabolism (**bottom**). HC: carbon deficit; HN: nitrogen deficit.

**Figure 7:**
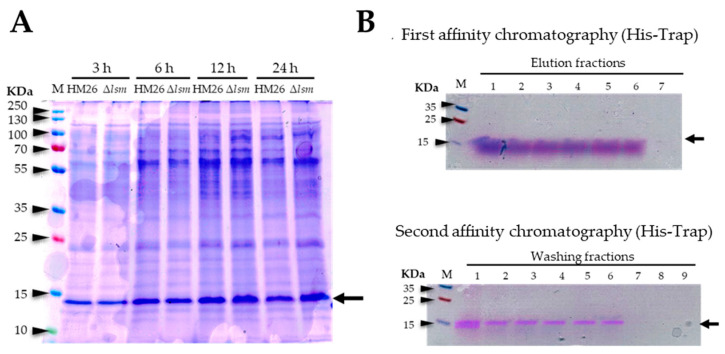
Homologous overexpression and purification of the Lsm protein. (**A**) The HM26 and HM26-Δ*lsm* strains after different growth times (3 h, 6 h, 12 h, and 24 h). (**B**) The fractions obtained after purification of the Lsm protein via affinity chromatography (His-Trap). M: PageRuler Plus Prestained Protein Ladder (Thermo Fisher Scientific, Waltham, MA, USA). The black arrow indicates the size of the Lsm protein of *Hfx. mediterranei*.

**Figure 8:**
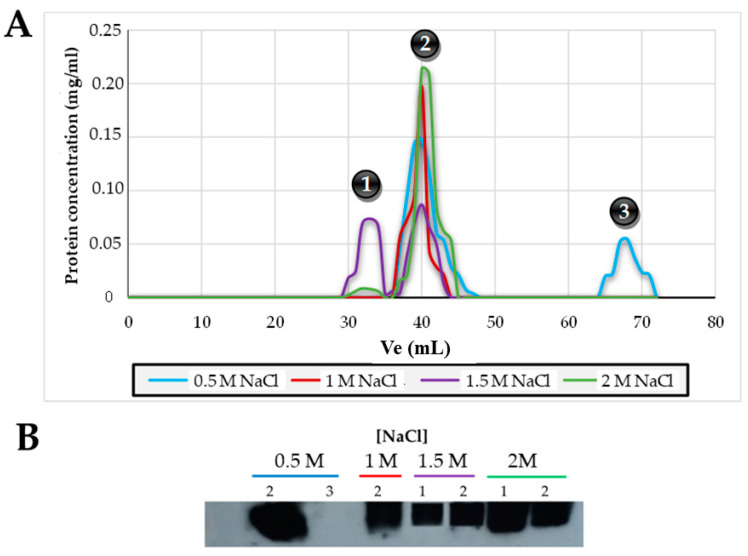
Determination of the Lsm protein structure via molecular exclusion chromatography. (**A**) Chromatograms of the molecular exclusion chromatographies using buffers with different NaCl concentrations. (**B**) Western blot using an antibody specific for the Lsm protein of peaks 1, 2, and 3 of section A. Note: The complete photo of the Western blot is deposited in the Supplementary Material (Photo_8B).

**Table 1:** Comparison of the genes regulated by the Lsm protein according to the carbon or nitrogen source deficit. C deficit (Log_2_FC for the comparison HM26-Δ*Sm1* vs. HM26 under carbon deficit conditions); N deficit (Log_2_FC for the comparison HM26-Δ*Sm1* vs. HM26 under nitrogen deficiency conditions).

		**C Deficit**	**N Deficit**
**Energy metabolism**			
HFX_0944	b(o/a)3-type cytochrome-c oxidase subunit 1	−0.41	−2.07
HFX_0429	cytochrome ubiquinol oxidase subunit I	−0.33	−2.34
HFX_1925	FAD-dependent oxidoreductase	−0.34	−2.55
HFX_0428	cytochrome d ubiquinol oxidase subunit II	−0.77	−2.72
HFX_0943	cytochrome c oxidase subunit II	−0.89	−2.82
HFX_1927	electron transfer flavoprotein subunit beta/FixA family protein	−0.49	−3.14
HFX_1926	electron transfer flavoprotein subunit alpha/FixB family protein	−0.53	−3.33
**Genes that encode stress proteins**			
HFX_0946	universal stress protein	0.22	−2.05
HFX_1094	universal stress protein	−0.94	−2.09
HFX_2288	universal stress protein	−1.55	−2.13
HFX_1885	universal stress protein	−0.40	−3.10
HFX_1928	universal stress protein	−0.11	−3.24
**DNA metabolism and processing**			
HFX_0688	PadR family transcriptional regulator	2.37	0.29
HFX_4107	C2H2-type zinc finger protein	2.40	0.18
HFX_1341	helix-turn-helix domain-containing protein	0.14	−2.06
HFX_0165	winged helix-turn-helix transcriptional regulator	0.15	−2.42
**Carbon metabolism**			
HFX_4023	aldehyde dehydrogenase family protein	−0.09	2.58
HFX_6051	thiolase family protein	−2.16	0.66
**Metabolism of cofactors and vitamins**			
HFX_5076	dethiobiotin synthase	−0.52	−2.22
HFX_5079	biotin synthase BioB	−1.98	−2.66
HFX_5077	8-amino-7-oxononanoate synthase	−1.39	−2.73
**Nitrogen metabolism**			
HFX_5091	TAT-dependent nitrous-oxide reductase	−0.09	−2.19
**Lipid metabolism**			
HFX_1281	beta-ketoacyl-ACP reductase	−0.47	2.22
**Cell motility proteins**			
HFX_6257	type IV pilin N-terminal domain-containing protein	2.98	−1.80
**Transporters**			
HFX_1359	substrate-binding domain-containing protein	−1.68	−2.26
**Environmental signal processing**			
HFX_5231	CBS domain-containing protein	−1.63	−3.07

## Data Availability

All data are available on reasonable request.

## Supplementary Materials

The supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms25010580/s1.

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

## Alignment model 1: reference sequence *Hbt. salinarum*

|                     |                                                           |    |
|---------------------|-----------------------------------------------------------|----|
| Model_01:A          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:B          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:C          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:D          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:E          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:F          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:G          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:H          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:I          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:J          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:K          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:L          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:M          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| Model_01:N          | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 60 |
| template_upload.1.A | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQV | 47 |
| Model_01:A          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:B          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:C          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:D          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:E          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:F          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:G          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:H          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:I          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:J          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:K          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:L          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:M          | QDTTIRGDNVVTIA                                            | 76 |
| Model_01:N          | QDTTIRGDNVVTIA                                            | 76 |
| template_upload.1.A | QDTTIRGDNVVTIA                                            | 62 |

## Alignment model 2: reference sequence *A.fulgidus*

|              |                                                                    |    |
|--------------|--------------------------------------------------------------------|----|
| Model_01:AMS | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:BM  | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:CMS | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:DM  | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:EMS | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:FMS | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:GMS | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| 114k.2.A     | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 66 |
| Model_01:A   | VVVIKA                                                             | 76 |
| Model_01:B   | VVVIKA                                                             | 76 |
| Model_01:C   | VVVIKA                                                             | 76 |
| Model_01:D   | VVVIKA                                                             | 76 |
| Model_01:E   | VVVIKA                                                             | 76 |
| Model_01:F   | VVVIKA                                                             | 76 |
| Model_01:G   | VVVIKA                                                             | 76 |
| 114k.2.A     | VVVIKA                                                             | 71 |

## Alignment model 3: reference sequence *P.abysii*

|            |                                                                    |    |
|------------|--------------------------------------------------------------------|----|
| Model_01:A | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:B | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:C | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:D | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:E | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:F | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| Model_01:G | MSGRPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 70 |
| 1h64.1.A   | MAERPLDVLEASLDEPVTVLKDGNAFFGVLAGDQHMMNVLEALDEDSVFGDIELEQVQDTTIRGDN | 66 |
| Model_01:A | VVVIKA                                                             | 76 |
| Model_01:B | VVVIKA                                                             | 76 |
| Model_01:C | VVVIKA                                                             | 76 |
| Model_01:D | VVVIKA                                                             | 76 |
| Model_01:E | VVVIKA                                                             | 76 |
| Model_01:F | VVVIKA                                                             | 76 |
| Model_01:G | VVVIKA                                                             | 76 |
| 1h64.1.A   | VVVIKA                                                             | 70 |

**Figure S1.** Alignments obtained for modeling through homology (SWISS-MODEL from Expasy). The blue residues have a high confidence index ( $>0.85$ ), the yellow residues have a medium confidence index ( $0.85-0.5$ ) and the orange residues have a lower confidence index ( $<0.5$ ).

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

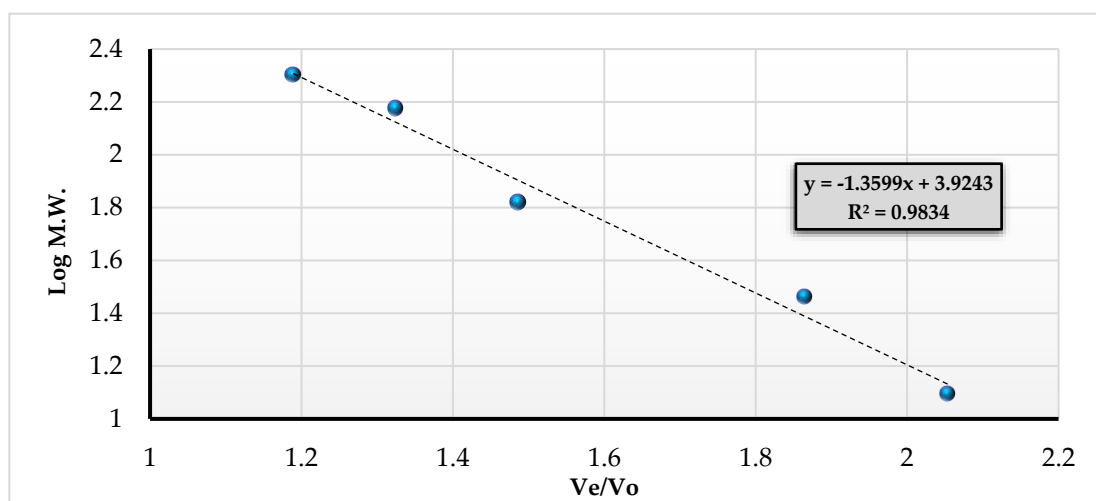

**Figure S3.** Calibration curve of standards of known molecular weight. The protein standards used were Gel Filtration Molecular Weight Markers Kit for Molecular Weights 12,000–200,000 Da (SigmaAldrich). Dextran blue (2000 kDa);  $\beta$ -amylase (200 kDa); Alcohol dehydrogenase (150 kDa); Albumin (66 kDa); Carbonic anhydrase (29 kDa); Cytochrome c (12.4 kDa).

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

## Slide 1
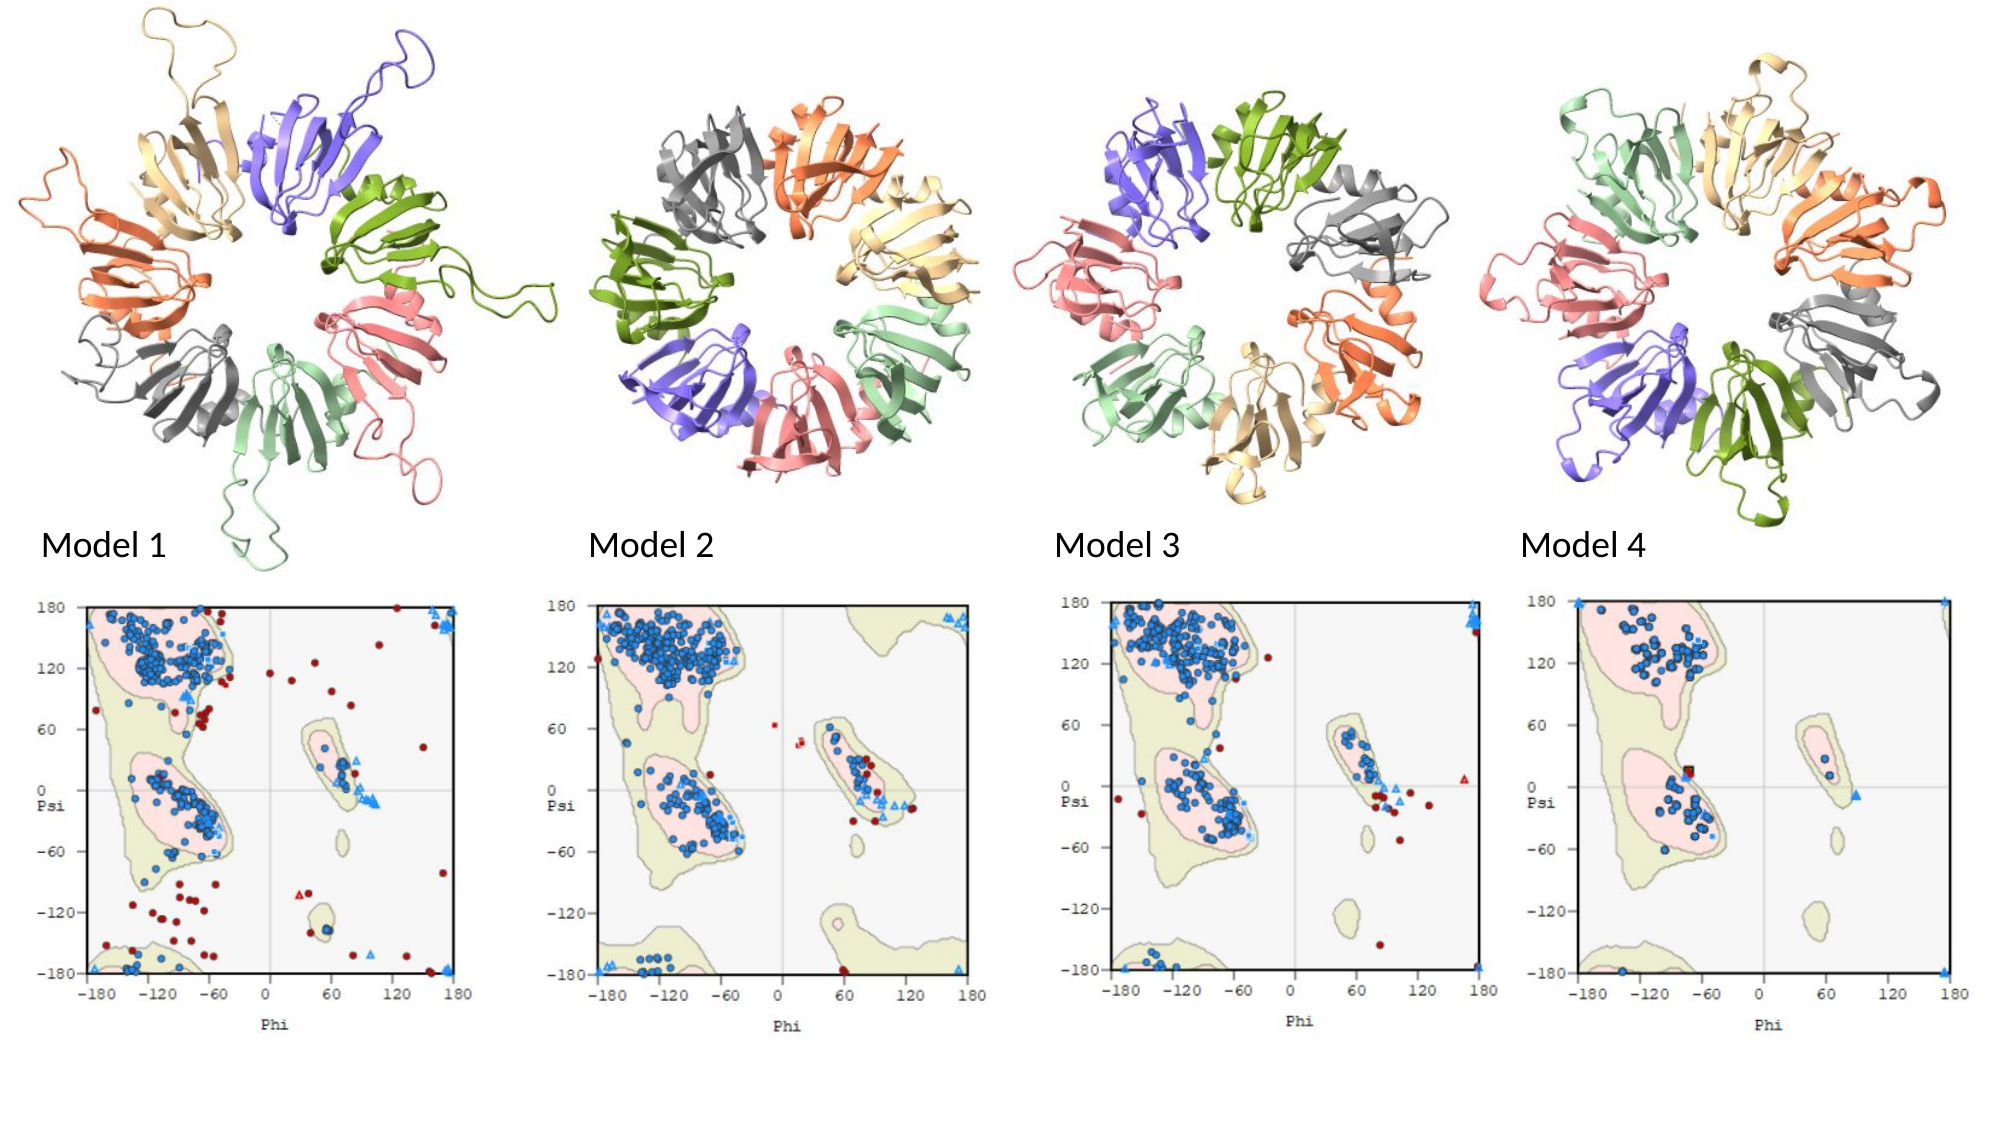

Model 1
Model 2
Model 3
Model 4

## Slide 2
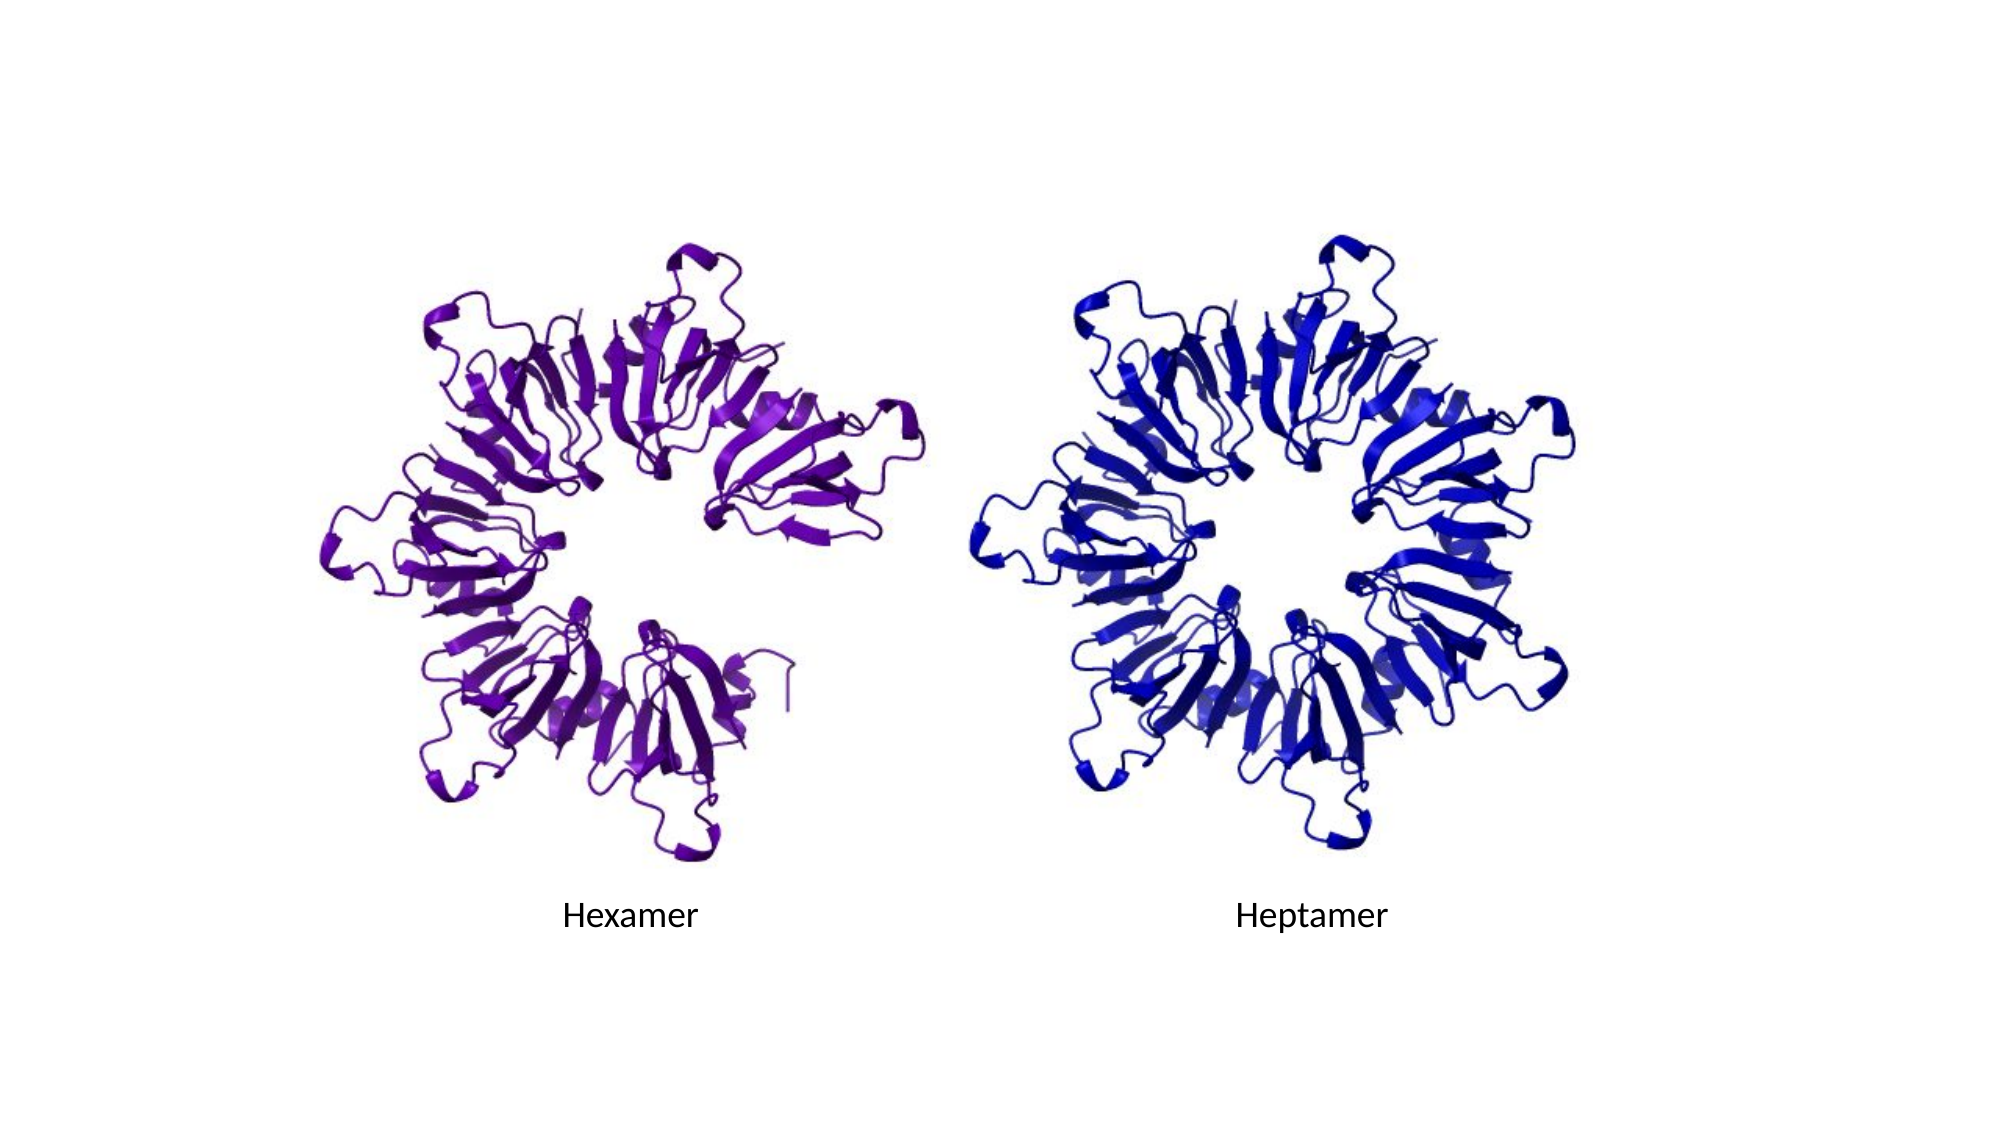

Hexamer
Heptamer

## Slide 3
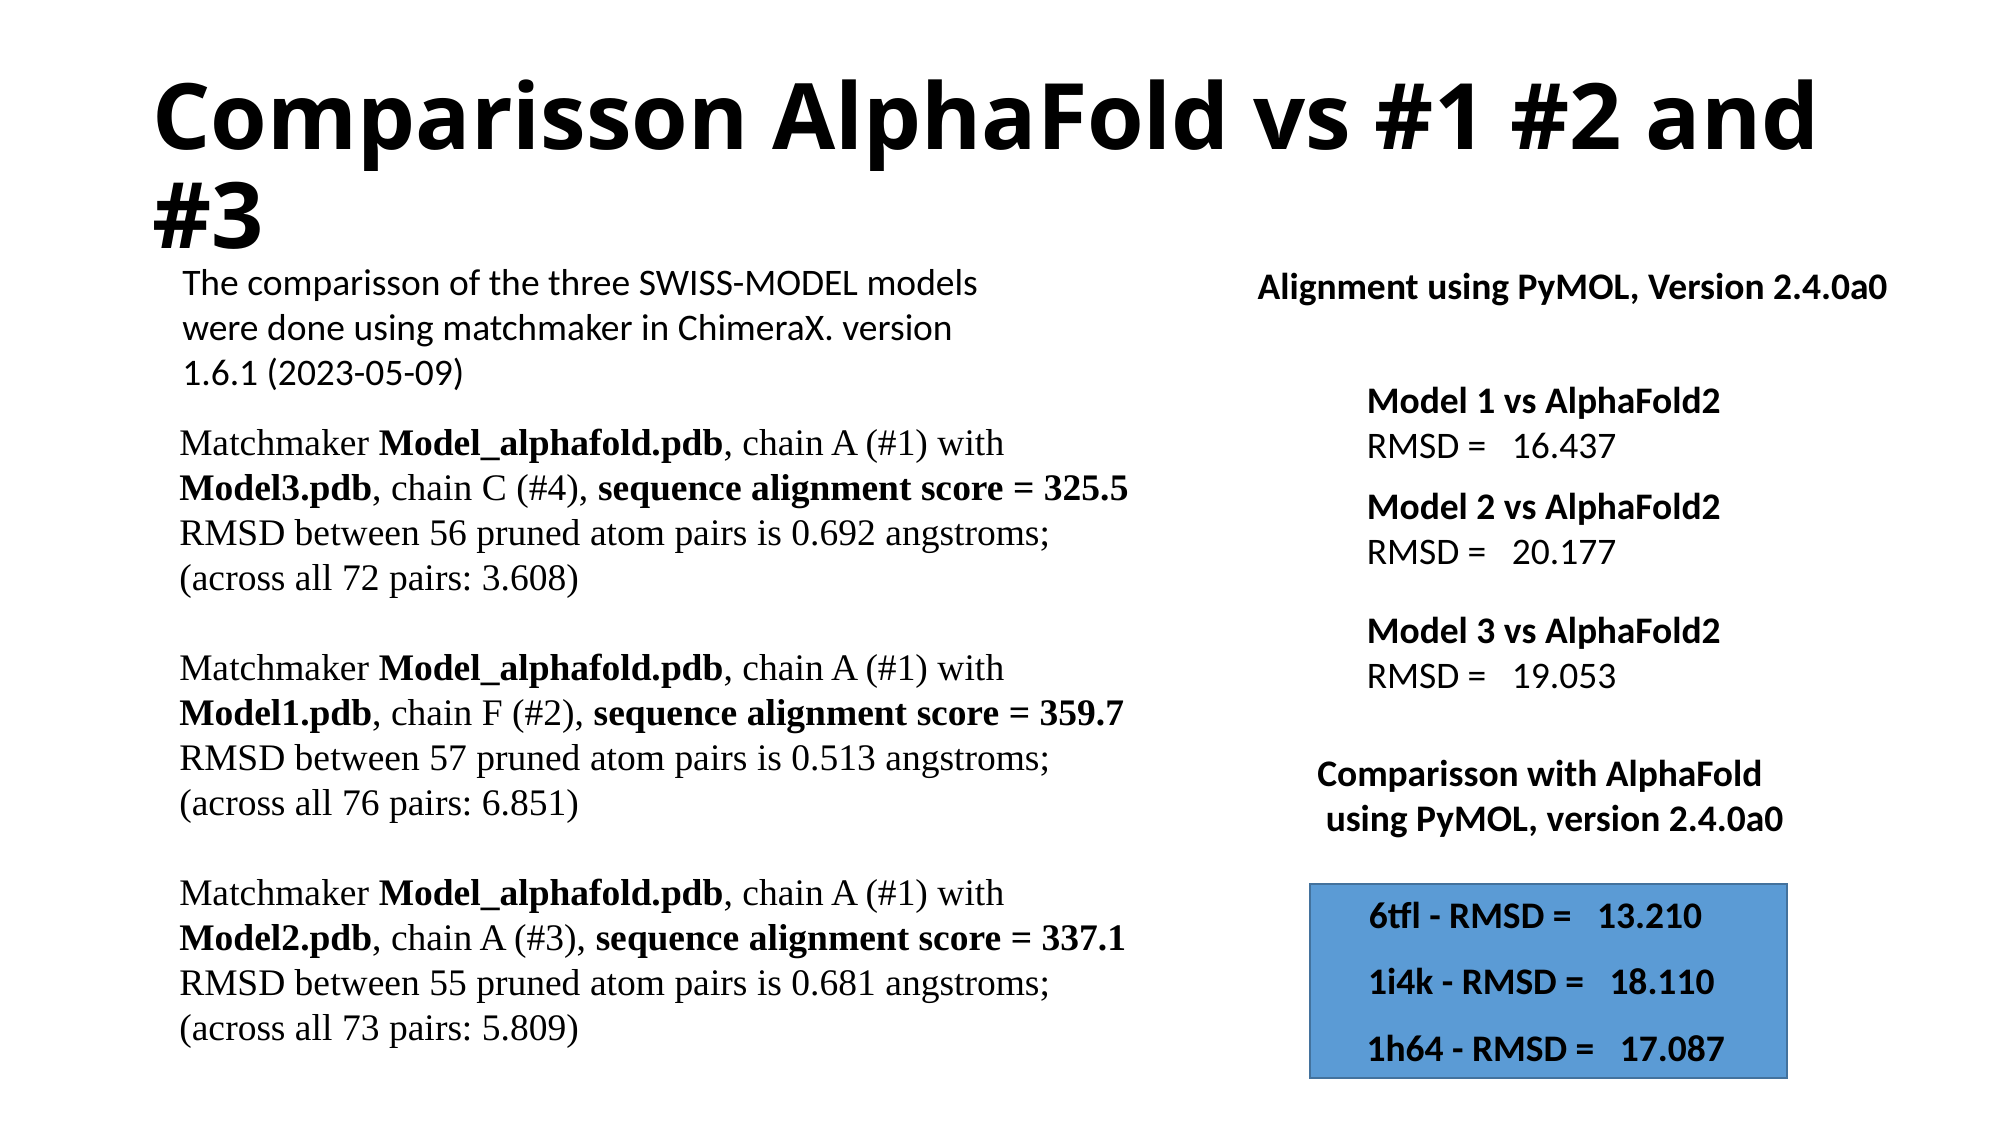

# Comparisson AlphaFold vs #1 #2 and #3
The comparisson of the three SWISS-MODEL models were done using matchmaker in ChimeraX. version 1.6.1 (2023-05-09)
Alignment using PyMOL, Version 2.4.0a0
Model 1 vs AlphaFold2
RMSD = 16.437
Matchmaker Model_alphafold.pdb, chain A (#1) with Model3.pdb, chain C (#4), sequence alignment score = 325.5RMSD between 56 pruned atom pairs is 0.692 angstroms; (across all 72 pairs: 3.608)Matchmaker Model_alphafold.pdb, chain A (#1) with Model1.pdb, chain F (#2), sequence alignment score = 359.7RMSD between 57 pruned atom pairs is 0.513 angstroms; (across all 76 pairs: 6.851)Matchmaker Model_alphafold.pdb, chain A (#1) with Model2.pdb, chain A (#3), sequence alignment score = 337.1RMSD between 55 pruned atom pairs is 0.681 angstroms; (across all 73 pairs: 5.809)
Model 2 vs AlphaFold2
RMSD = 20.177
Model 3 vs AlphaFold2
RMSD = 19.053
Comparisson with AlphaFold using PyMOL, version 2.4.0a0
6tfl - RMSD = 13.210
1i4k - RMSD = 18.110
1h64 - RMSD = 17.087

## Slide 4
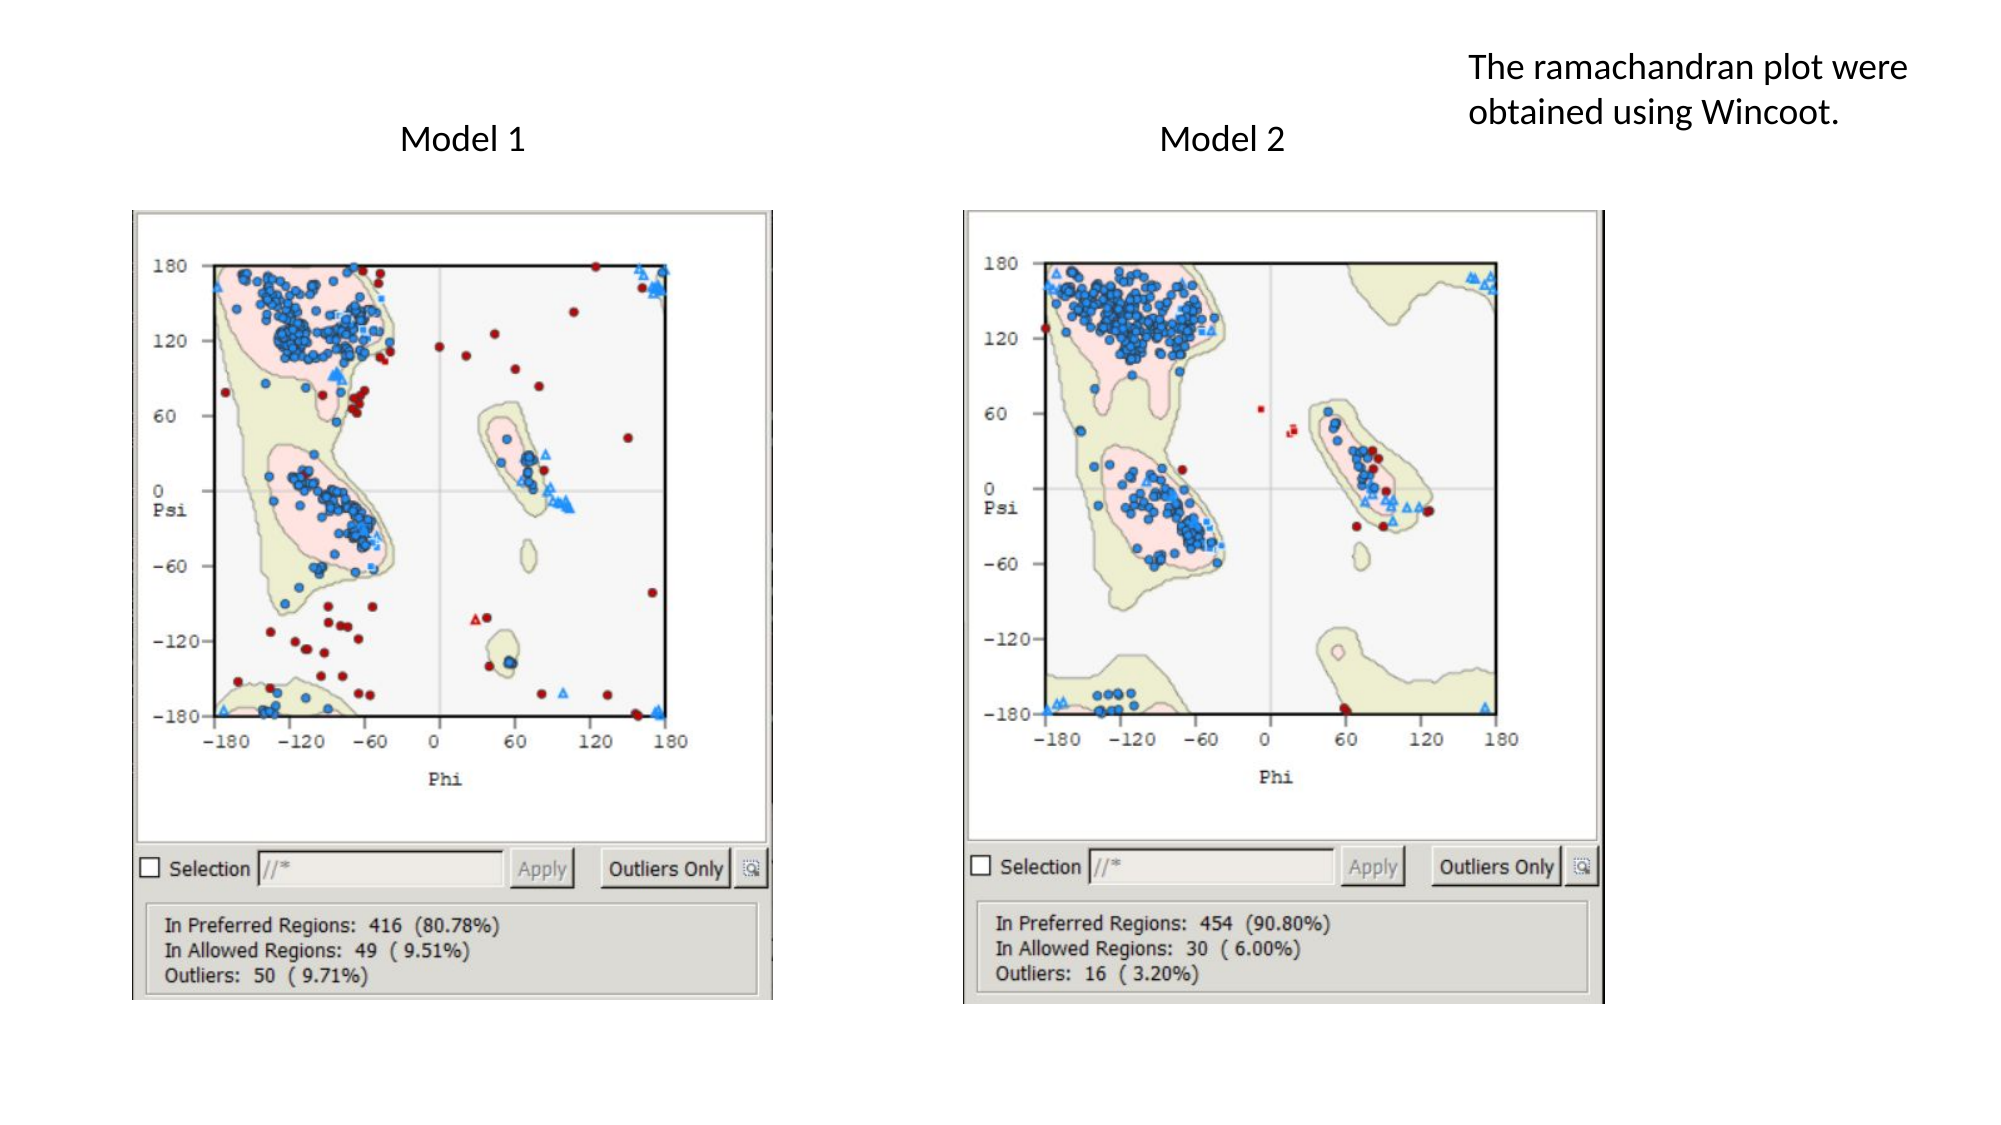

The ramachandran plot were obtained using Wincoot.
Model 1
Model 2

## Slide 5
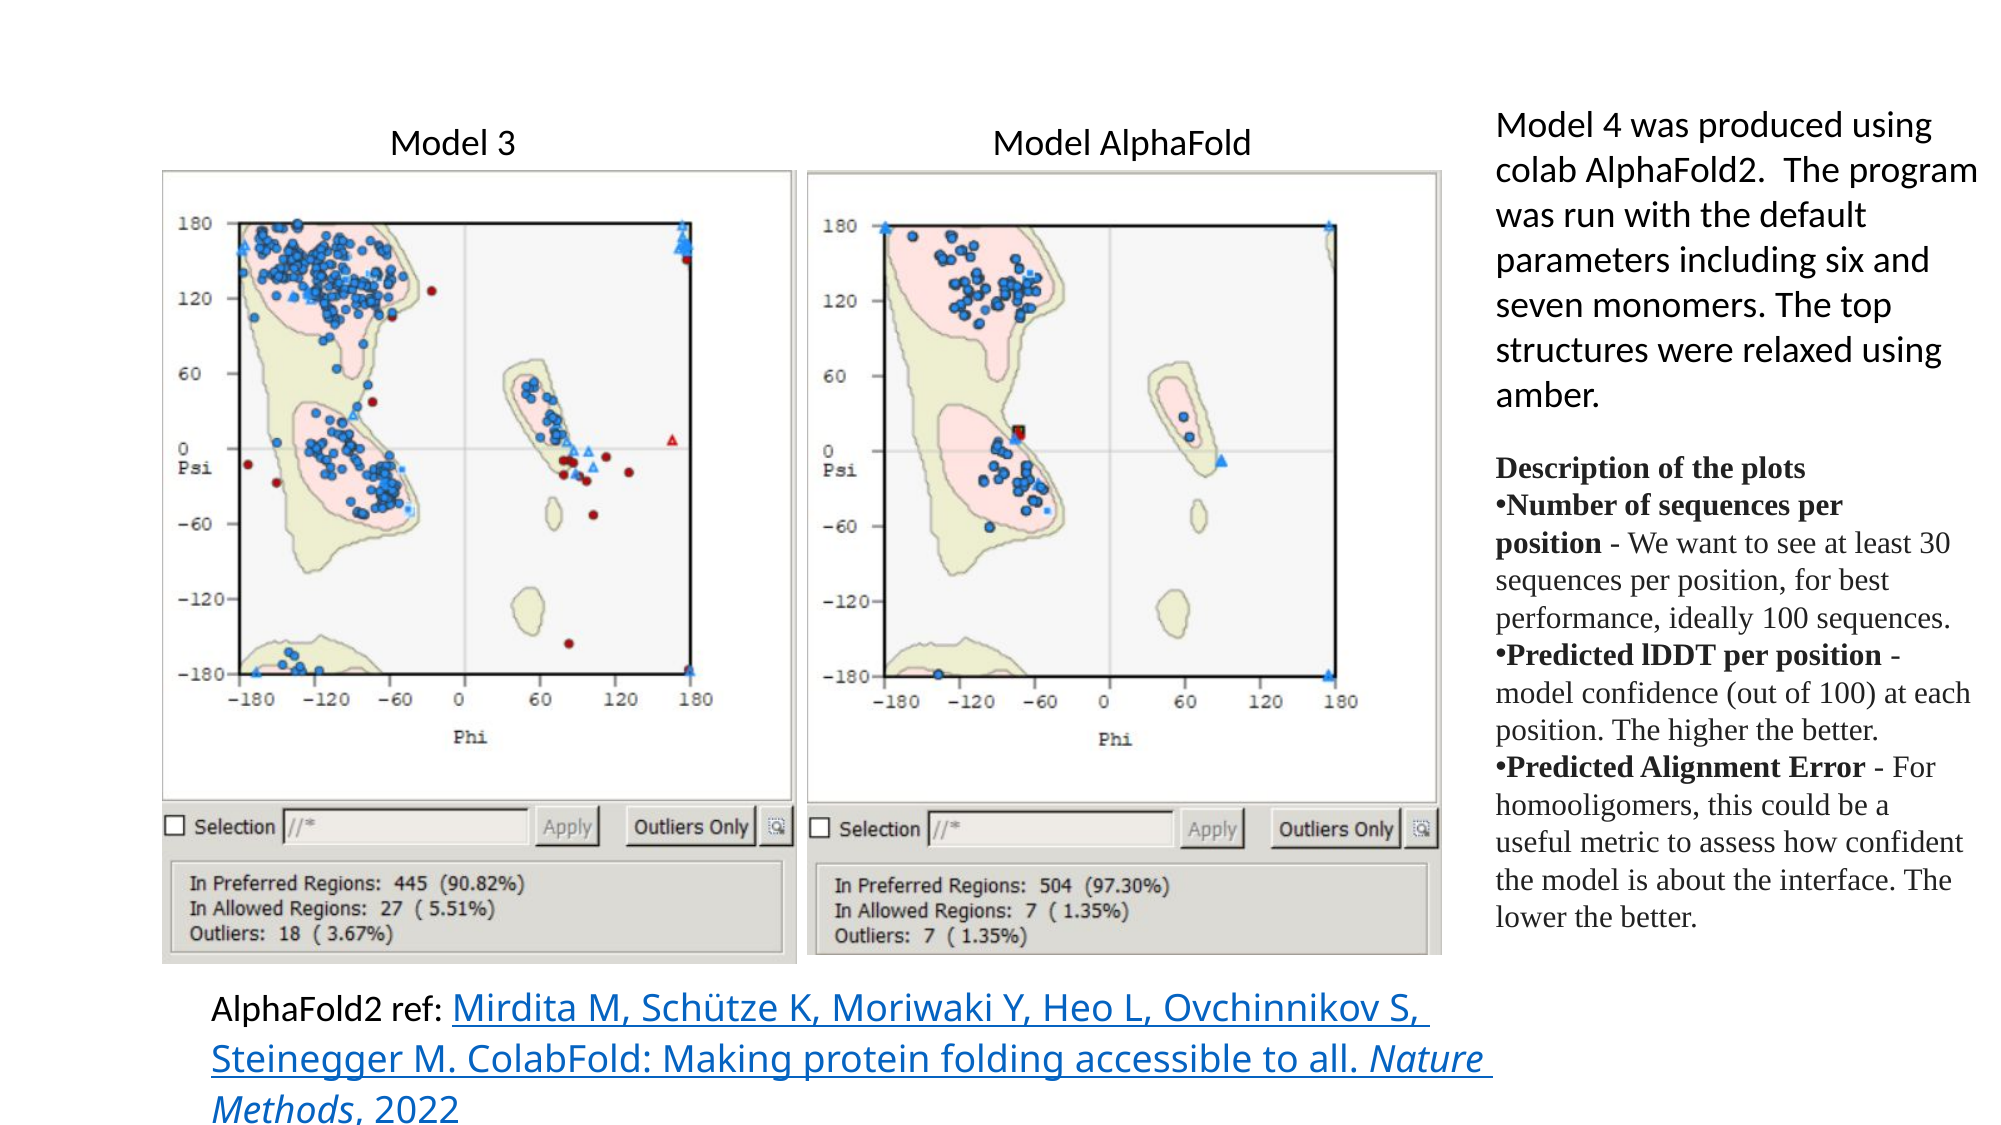

Model 4 was produced using colab AlphaFold2. The program was run with the default parameters including six and seven monomers. The top structures were relaxed using amber.
Model 3
Model AlphaFold
Description of the plots
Number of sequences per position - We want to see at least 30 sequences per position, for best performance, ideally 100 sequences.
Predicted lDDT per position - model confidence (out of 100) at each position. The higher the better.
Predicted Alignment Error - For homooligomers, this could be a useful metric to assess how confident the model is about the interface. The lower the better.
AlphaFold2 ref: Mirdita M, Schütze K, Moriwaki Y, Heo L, Ovchinnikov S, Steinegger M. ColabFold: Making protein folding accessible to all. Nature Methods, 2022

## Slide 6
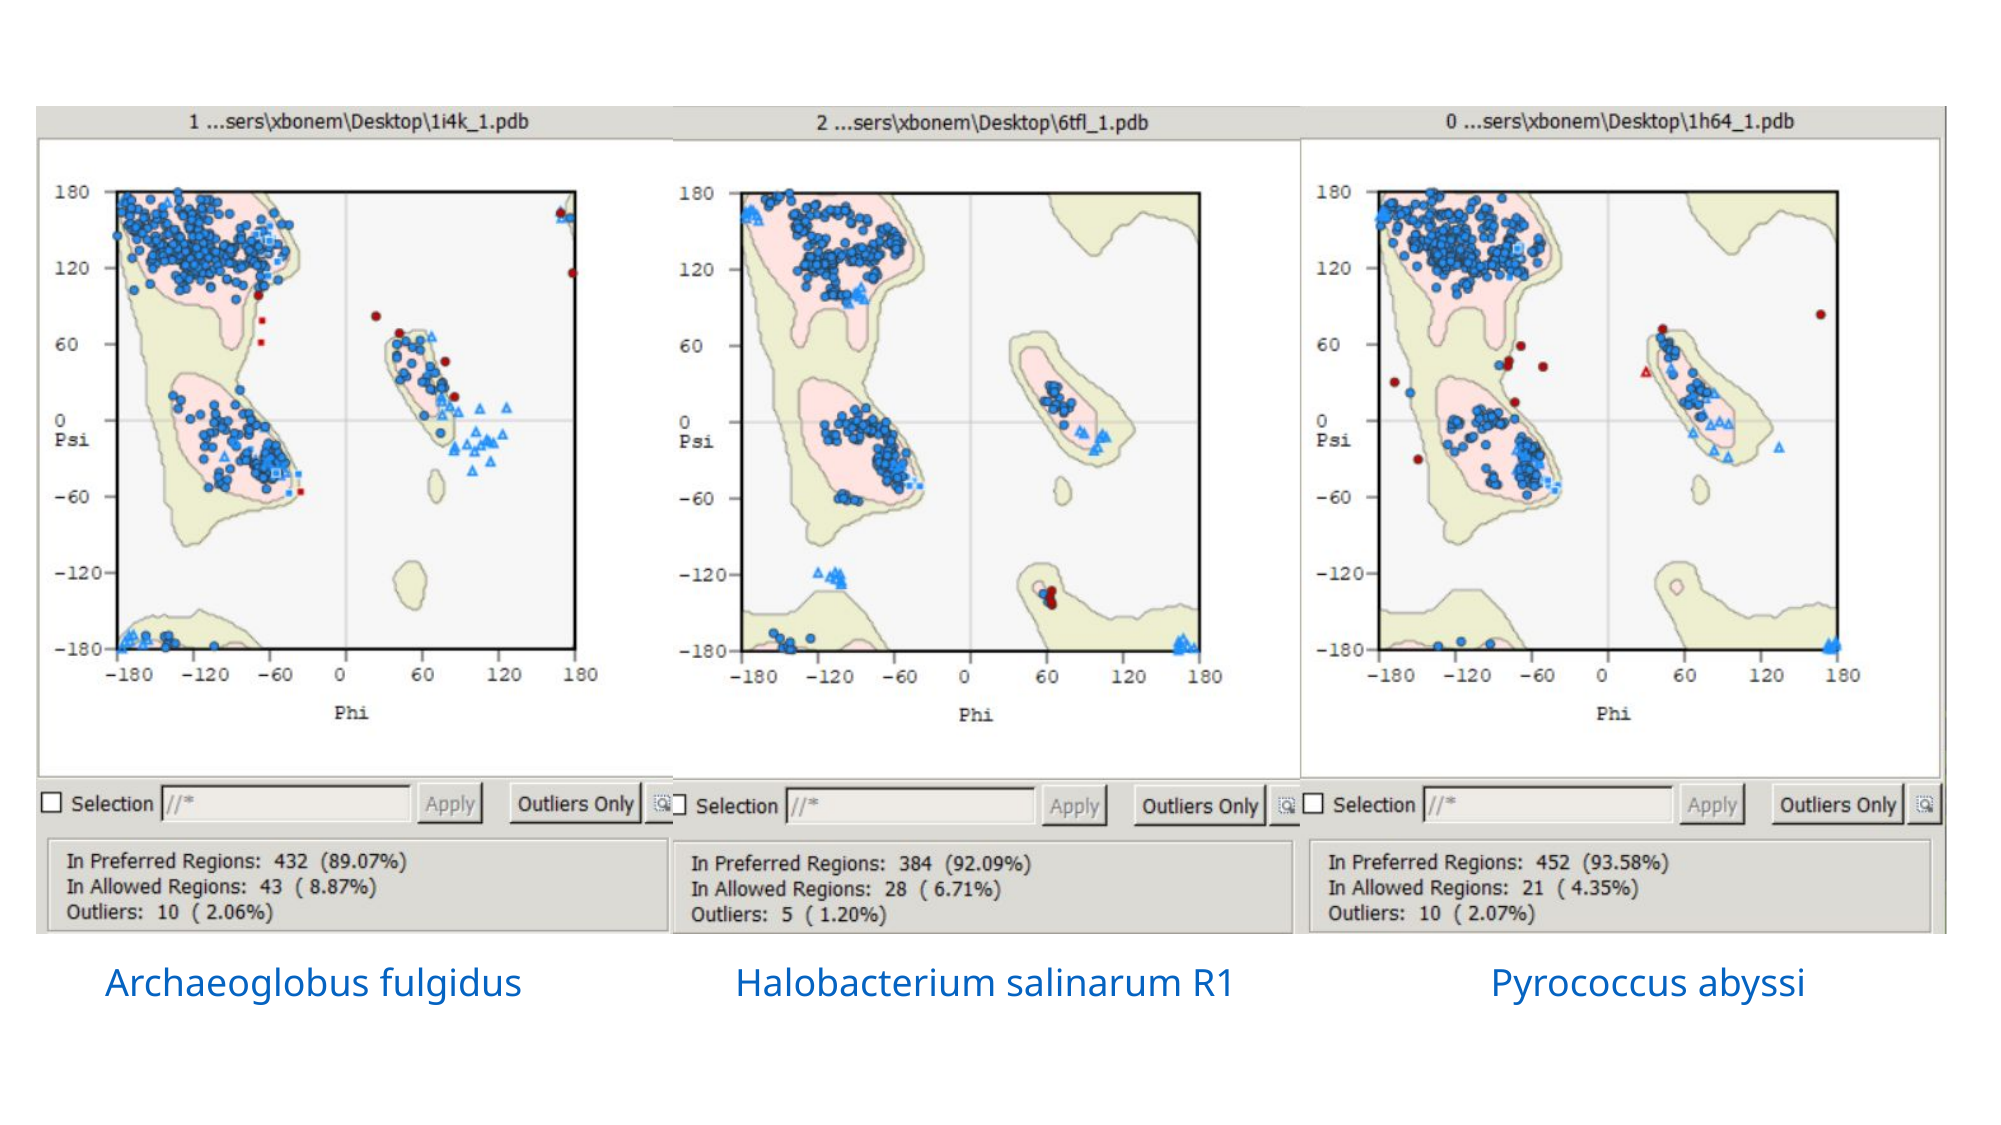

Archaeoglobus fulgidus
Halobacterium salinarum R1
Pyrococcus abyssi

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S1.** Modelling results using SWISS-Model (Expasy). GMQE: measures model quality dependent on coverage; QMEAN: measures model quality independent of coverage.

|                              | MODEL 1               | MODEL 2            | MODEL 3          |
|------------------------------|-----------------------|--------------------|------------------|
| <b>Reference protein</b>     | 6TFL_A                | 1I4K_1             | 1H64_1           |
| <b>Reference species</b>     | <i>Hbt. salinarum</i> | <i>A. fulgidus</i> | <i>P. abyssi</i> |
| <b>Sequence identity (%)</b> | 78.33                 | 46.48              | 48.57            |
| <b>Sequence similarity</b>   | 0.53                  | 0.40               | 0.41             |
| <b>Coverage</b>              | 0.79                  | 0.93               | 0.92             |
| <b>Biological unit</b>       | Homo-14-Mer           | Homoheptamer       | Homoheptamer     |
| <b>Ligand</b>                | 14 x Uridines         | -                  | -                |
| <b>GMQE</b>                  | 0.65                  | <b>0.74</b>        | 0.66             |
| <b>QMEAN</b>                 | 0.71                  | <b>0.73</b>        | 0.68             |

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S2.** Results obtained in the Ramachandran diagram of each of the Lsm protein models of *Hfx. mediterranei* using MolProbity.

|                         | MODEL 1               | MODEL 2            | MODEL 3          | MODEL 4   |
|-------------------------|-----------------------|--------------------|------------------|-----------|
| Reference microorganism | <i>Hbt. salinarum</i> | <i>A. fulgidus</i> | <i>P. abyssi</i> | Alphafold |
| Preferred regions       | 80.78 %               | 90.80 %            | 90.82 %          | 97.30 %   |
| Allowed regions         | 9.51 %                | 6.00 %             | 5.51 %           | 1.35 %    |
| Outliers                | 9.71 %                | 3.20 %             | 3.67 %           | 1.35 %    |

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S3.** List of up-expressed and down-expressed genes in the HM26- $\Delta Sm1$  versus HM26 contrast under carbon starvation.

| Locus                       | Name                                                         | Metabolism                                                                                                                                                                                                                                                                                   | Log <sub>2</sub> FC |
|-----------------------------|--------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------|
| <i>Genes up-expressed</i>   |                                                              |                                                                                                                                                                                                                                                                                              |                     |
| HFX_6257                    | Type IV pilin                                                | Signaling and cellular processes: cell motility                                                                                                                                                                                                                                              | 2.98                |
| HFX_4107                    | C2H2-type zinc finder protein                                | gene expression                                                                                                                                                                                                                                                                              | 2.40                |
| HFX_0688                    | PadR family transcriptional regulator                        | Gene expression                                                                                                                                                                                                                                                                              | 2.37                |
| <i>Genes down-expressed</i> |                                                              |                                                                                                                                                                                                                                                                                              |                     |
| HFX_5079                    | Biotin synthase BioB                                         | Cofactors and vitamins: biotin synthesis                                                                                                                                                                                                                                                     | -1.98               |
| HFX_1377                    | CBS domain-containing protein                                |                                                                                                                                                                                                                                                                                              | -2.00               |
| HFX_6051                    | Thiolase family protein                                      | <ul style="list-style-type: none"> <li>- Carbon metabolism</li> <li>- Amino acid degradation (Trp, Val, Leu, Ile, Lys)</li> <li>- Fatty acid degradation</li> <li>- Degradation of ketone bodies</li> <li>- Benzoate degradation</li> <li>- Biosynthesis of secondary metabolites</li> </ul> | -2.16               |
| HFX_6278                    | High-potential iron-sulfur protein                           | - Energy metabolism                                                                                                                                                                                                                                                                          | -2.56               |
| HFX_6411                    | Twin-arginine translocation signal domain-containing protein | - Transport processes                                                                                                                                                                                                                                                                        | -3.92               |

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S4.** List of up-expressed and down-expressed genes in the HM26- $\Delta Sm1$  versus HM26 contrast under nitrogen starvation.

| Locus              | Name                                                   | Metabolism                                                                                                                                                                                                                                                                                                                    | Log2FC |
|--------------------|--------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|
| Genes up-expressed |                                                        |                                                                                                                                                                                                                                                                                                                               |        |
| HFX_4025           | Alkyl sulfatase dimerization domain-containing protein |                                                                                                                                                                                                                                                                                                                               | 2.77   |
| HFX_4023           | Aldehyde dehydrogenase family protein                  | <ul style="list-style-type: none"> <li>Carbon metabolism (Glycolysis/ Gluconeogenesis; pyruvate metabolism)</li> <li>Fatty acid degradation</li> <li>Amino acid degradation (valine, leucine, isoleucine and lysine)</li> <li>Glycerolipid metabolism</li> <li>Biosynthesis of secondary metabolites and cofactors</li> </ul> | 2.58   |
| HFX_1552           | Acetamidase/formamidase family protein                 |                                                                                                                                                                                                                                                                                                                               | 2.33   |
| HFX_1281           | Beta-ketoacyl-ACP reductase                            | <ul style="list-style-type: none"> <li>Fatty acid biosynthesis</li> <li>Biotin biosynthesis</li> <li>Biosynthesis of secondary metabolites</li> </ul>                                                                                                                                                                         | 2.22   |
| HFX_1908           | SHOCT domain-containing protein                        |                                                                                                                                                                                                                                                                                                                               | 2.01   |

**Table S4 continued.** List of up-expressed and down-expressed genes in the contrast HM26 $\Delta$ Sm1 versus HM26 in the absence of a nitrogen source.

| Genes down-expressed |                                                                                 |                                                                                                  |       |
|----------------------|---------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------|-------|
| HFX_0944             | Cytochrome c oxidase subunit I                                                  | Energy metabolism                                                                                | -2.07 |
| HFX_0942             | ba3-type terminal oxidase subunit CbaD                                          |                                                                                                  | -2.13 |
| HFX_1924             | 4Fe-4S dicluster domain-containing protein                                      |                                                                                                  | -2.25 |
| HFX_0429             | Cytochrome ubiquinol oxidase subunit I                                          |                                                                                                  | -2.34 |
| HFX_0721             | DoxX family membrane protein (thiosulfate dehydrogenase (quinone) large subunit |                                                                                                  | -2.34 |
| HFX_1925             | FAD-dependent oxidoreductase                                                    |                                                                                                  | -2.55 |
| HFX_0428             | Cytochrome d ubiquinol oxidase subunit II                                       |                                                                                                  | -2.72 |
| HFX_2214             | molybdopterin-dependent oxidoreductase                                          |                                                                                                  | -2.78 |
| HFX_0943             | Cytochrome c oxidase subunit II                                                 |                                                                                                  | -2.82 |
| HFX_6278             | High-potential iron-sulfur protein                                              |                                                                                                  | -3.01 |
| HFX_1927             | Electron transfer flavoprotein subunit beta                                     |                                                                                                  | -3.14 |
| HFX_6343             | DoxX family membrane protein (thiosulfate dehydrogenase (quinone) large subunit |                                                                                                  | -3.17 |
| HFX_1926             | Electron transfer flavoprotein subunit alpha                                    |                                                                                                  | -3.33 |
| HFX_1958             | Aldo/keto reductase                                                             | Carbon metabolism                                                                                | -2.12 |
| HFX_0946             | Universal stress protein                                                        | Environmental information processing under stressful conditions                                  | -2.05 |
| HFX_1094             | Universal stress protein                                                        |                                                                                                  | -2.09 |
| HFX_2288             | Universal stress protein                                                        |                                                                                                  | -2.13 |
| HFX_1885             | Universal stress protein                                                        |                                                                                                  | -3.10 |
| HFX_1928             | Universal stress protein                                                        |                                                                                                  | -3.24 |
| HFX_5076             | BioB dethiobiotin synthase                                                      | Metabolism of cofactors and vitamins                                                             | -2.22 |
| HFX_5079             | BioB biotin synthase BioB                                                       |                                                                                                  | -2.66 |
| HFX_5077             | 8-amino-7- oxononanoate synthase                                                |                                                                                                  | -2.73 |
| HFX_1129             | radical SAM/SPASM domain-containing protein (heme biosynthesis protein)         |                                                                                                  | -2.30 |
| HFX_1341             | helix-turn-helix domain-containing protein                                      | Gene expression                                                                                  | -2.06 |
| HFX_0165             | Winged helix-turn-helix transcriptional regulator                               |                                                                                                  | -2.42 |
| HFX_5091             | TAT-dependent nitrous oxide reductase                                           | <ul style="list-style-type: none"> <li>Nitrogen metabolism</li> <li>Energy metabolism</li> </ul> | -2.19 |
| HFX_1359             | Molybdenum transporter                                                          | Transport                                                                                        | -2.26 |
| HFX_1377             | CBS domain-containing protein                                                   | -                                                                                                | -2.59 |
| HFX_5231             | CBS domain-containing protein                                                   |                                                                                                  | -3.07 |
| HFX_5244             | DUF11 domain-containing protein                                                 |                                                                                                  | -2.79 |
| HFX_6361             | MaoC/PaaZ C-terminal domain-containing protein                                  |                                                                                                  | -2.03 |
| HFX_6171             | PKD domain-containing protein                                                   |                                                                                                  | -2.04 |
| HFX_1127             | halocyanin domain-containing protein                                            |                                                                                                  | -2.07 |
| HFX_5092             | plastocyanin/azurin family copper-binding protein                               |                                                                                                  | -2.27 |
| HFX_2190             | halocyanin domain-containing protein                                            |                                                                                                  | -2.51 |
| HFX_1128             | Htur_1727 family rSAM-partnered candidate RiPP                                  |                                                                                                  | -2.55 |
| HFX_1340             | halocyanin domain-containing protein                                            |                                                                                                  | -2.80 |

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S5.** List of hypothetical genes *up-expressed* and *down-expressed* in the comparison between HM26 in the absence of a carbon source versus the absence of a nitrogen source. The table also includes the changes suffered in the name of some hypothetical proteins in NCBI on November 28.

| Locus       | Description                                                                              | Log <sub>2</sub> FC |
|-------------|------------------------------------------------------------------------------------------|---------------------|
| HFX_6047    | hypothetical protein - DUF1326 domain-containing protein                                 | 5.50                |
| HFX_1737    | hypothetical protein - DUF6789 family protein                                            | 4.58                |
| HFX_2179    | hypothetical protein - DUF2249 domain-containing protein                                 | 4.27                |
| HFX_5251    | hypothetical protein                                                                     | 3.60                |
| HFX_6053    | hypothetical protein - saccharopine dehydrogenase NADP-binding domain-containing protein | 3.51                |
| HFX_1389    | hypothetical protein                                                                     | 3.30                |
| HFX_1730    | hypothetical protein                                                                     | 3.29                |
| HFX_6035    | hypothetical protein - EthD family reductase                                             | 3.27                |
| HFX_6155    | hypothetical protein                                                                     | 3.16                |
| HFX_6016    | hypothetical protein - Zn-ribbon domain-containing OB-fold protein                       | 3.11                |
| HFX_5250    | hypothetical protein                                                                     | 2.99                |
| HFX_RS12045 | hypothetical protein                                                                     | 2.92                |
| HFX_1771    | hypothetical protein - UPF0058 family protein                                            | 2.88                |
| HFX_1725    | hypothetical protein                                                                     | 2.75                |
| HFX_RS13105 | hypothetical protein                                                                     | 2.64                |
| HFX_RS06585 | hypothetical protein                                                                     | 2.62                |
| HFX_2425    | hypothetical protein                                                                     | 2.60                |
| HFX_2762    | hypothetical protein                                                                     | 2.54                |
| HFX_2884    | hypothetical protein - YIP1 family protein                                               | 2.49                |
| HFX_0491    | hypothetical protein                                                                     | 2.44                |
| HFX_2316    | hypothetical protein - response regulator                                                | 2.44                |
| HFX_2067    | hypothetical protein                                                                     | 2.40                |
| HFX_6021    | hypothetical protein                                                                     | 2.39                |
| HFX_0100    | hypothetical protein                                                                     | 2.39                |
| HFX_6440    | hypothetical protein                                                                     | 2.25                |
| HFX_0514    | hypothetical protein                                                                     | 2.25                |
| HFX_1678    | hypothetical protein                                                                     | 2.20                |
| HFX_1777    | hypothetical protein - DUF2267 domain-containing protein                                 | 2.18                |
| HFX_6008    | hypothetical protein - MgtC/SapB family protein                                          | 2.13                |
| HFX_0953    | hypothetical protein                                                                     | 2.11                |
| HFX_RS11730 | hypothetical protein                                                                     | 2.11                |
| HFX_2890    | hypothetical protein                                                                     | 2.01                |
| HFX_4091    | hypothetical protein                                                                     | 2.01                |
| HFX_1041    | hypothetical protein - DUF1684 domain-containing protein                                 | 2.00                |
| HFX_1888    | hypothetical protein - DUF5806 family protein                                            | -2.01               |
| HFX_5090    | hypothetical protein                                                                     | -2.08               |
| HFX_0016    | hypothetical protein                                                                     | -2.14               |
| HFX_1949    | hypothetical protein - BGTF surface domain-containing protein                            | -2.14               |

|             |                                                                                     |       |
|-------------|-------------------------------------------------------------------------------------|-------|
| HFX_1338    | hypothetical protein                                                                | -2.16 |
| HFX_1540    | hypothetical protein                                                                | -2.21 |
| HFX_5244    | hypothetical protein - DUF11 domain-containing protein                              | -2.22 |
| HFX_0825    | hypothetical protein                                                                | -2.22 |
| HFX_2129    | hypothetical protein                                                                | -2.24 |
| HFX_1618    | hypothetical protein                                                                | -2.25 |
| HFX_0460    | hypothetical protein                                                                | -2.31 |
| HFX_0166    | hypothetical protein                                                                | -2.42 |
| HFX_0932    | hypothetical protein - HTH domain-containing protein                                | -2.57 |
| HFX_5219    | hypothetical protein - PHA granule structural protein PhaP                          | -2.64 |
| HFX_0427    | hypothetical protein                                                                | -2.79 |
| HFX_6062    | hypothetical protein                                                                | -2.85 |
| HFX_5218    | hypothetical protein - AbrB/MazE/SpoVT family DNA-binding domain-containing protein | -2.87 |
| HFX_1260    | hypothetical protein                                                                | -2.97 |
| HFX_0941    | hypothetical protein                                                                | -3.00 |
| HFX_1864    | hypothetical protein - DUF4013 domain-containing protein                            | -3.08 |
| HFX_1569    | hypothetical protein                                                                | -3.09 |
| HFX_1945    | hypothetical protein                                                                | -3.30 |
| HFX_5108    | hypothetical protein                                                                | -3.37 |
| HFX_0721    | hypothetical protein - DoxX family membrane protein                                 | -4.14 |
| HFX_6343    | hypothetical protein - DoxX family membrane protein                                 | -4.27 |
| HFX_RS04600 | hypothetical protein                                                                | -4.33 |
| HFX_1123    | hypothetical protein                                                                | -5.00 |
| HFX_0455    | hypothetical protein - FmdB family zinc ribbon protein                              | -5.61 |
| HFX_0454    | hypothetical protein                                                                | -5.92 |

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S6.** List of *up-expressed* genes in the comparison between HM26 in the absence of a carbon source versus the absence of a nitrogen source.

| Locus                                                 | Description                                                                  | Log <sub>2</sub> FC |
|-------------------------------------------------------|------------------------------------------------------------------------------|---------------------|
| <b>Genes related to carbon metabolism</b>             |                                                                              |                     |
| HFX_2678                                              | poly(R)-hydroxyalkanoic acid synthase subunit PhaC                           | 3.87                |
| HFX_0444                                              | glyceraldehyde-3-phosphate dehydrogenase                                     | 3.81                |
| HFX_6015                                              | thiolase domain-containing protein                                           | 3.25                |
| HFX_4010                                              | glucose 1-dehydrogenase                                                      | 3.25                |
| HFX_1512                                              | fructose-bisphosphatase class I                                              | 2.87                |
| HFX_2242                                              | aldehyde ferredoxin oxidoreductase family protein                            | 2.64                |
| HFX_6038                                              | pdhA pyruvate dehydrogenase (acetyl-transferring) E1 component subunit alpha | 2.53                |
| HFX_6041                                              | NAD-dependent succinate-semialdehyde dehydrogenase                           | 2.49                |
| HFX_2079                                              | aceA isocitrate lyase                                                        | 2.37                |
| HFX_2078                                              | aceB malate synthase                                                         | 2.36                |
| HFX_6033                                              | NAD(P)-dependent oxidoreductase                                              | 2.03                |
| <b>Genes related to amino acid metabolism</b>         |                                                                              |                     |
| HFX_2865                                              | aminotransferase                                                             | 4.15                |
| HFX_6378                                              | 1,2-phenylacetyl-CoA epoxidase subunit PaaB                                  | 3.36                |
| HFX_6379                                              | 1,2-phenylacetyl-CoA epoxidase subunit PaaA                                  | 3.19                |
| HFX_6329                                              | urocanate hydratase                                                          | 3.08                |
| HFX_6377                                              | 1,2-phenylacetyl-CoA epoxidase subunit PaaC                                  | 3.08                |
| HFX_6332                                              | histidine ammonia-lyase                                                      | 3.03                |
| HFX_6331                                              | imidazolonepropionase                                                        | 2.76                |
| HFX_6330                                              | formimidoylglutamase                                                         | 2.59                |
| HFX_2939                                              | PLP-dependent aspartate aminotransferase family protein                      | 2.07                |
| HFX_6192                                              | creatininase family protein                                                  | 2.06                |
| <b>Genes related to energy metabolism</b>             |                                                                              |                     |
| HFX_1733                                              | cytochrome c oxidase subunit II                                              | 5.95                |
| HFX_1732                                              | cbb3-type cytochrome c oxidase subunit I                                     | 5.59                |
| HFX_1731                                              | cytochrome c oxidase subunit IV family protein                               | 4.66                |
| HFX_6014                                              | superoxide dismutase                                                         | 4.49                |
| HFX_2688                                              | FAD-binding oxidoreductase                                                   | 2.48                |
| HFX_5227                                              | NAD(P)-dependent alcohol dehydrogenase                                       | 2.02                |
| <b>Genes related to DNA metabolism and processing</b> |                                                                              |                     |
| HFX_1685                                              | DNA starvation/stationary phase protection protein DpsA                      | 5.70                |
| HFX_0168                                              | helix-turn-helix domain-containing protein                                   | 4.26                |
| HFX_5171                                              | restriction endonuclease                                                     | 3.97                |
| HFX_6439                                              | HTH domain-containing protein                                                | 2.84                |
| HFX_2930                                              | 5S ribosomal RNA                                                             | 2.69                |
| HFX_1280                                              | TrmB family transcriptional regulator                                        | 2.40                |
| HFX_2933                                              | 16S ribosomal RNA                                                            | 2.37                |
| HFX_6048                                              | stress response translation initiation inhibitor YciH                        | 2.03                |
| HFX_4066                                              | transcription initiation factor IIB family protein                           | 2.03                |
| HFX_6154                                              | SprT-like domain-containing protein                                          | 2.02                |
| HFX_6454                                              | helix-turn-helix domain-containing protein                                   | 2.01                |

| Genes related to lipid metabolism                            |                                      |      |
|--------------------------------------------------------------|--------------------------------------|------|
| HFX_1281                                                     | beta-ketoacyl-ACP reductase          | 2.39 |
| Genes that encode transporters                               |                                      |      |
| HFX_6039                                                     | sodium-dependent transporter         | 3.80 |
| HFX_6028                                                     | extracellular solute-binding protein | 3.41 |
| Genes related to nitrogen metabolism                         |                                      |      |
| HFX_2178                                                     | glutamate dehydrogenase GdhB         | 7.26 |
| HFX_1518                                                     | Glu/Leu/Phe/Val dehydrogenase        | 2.40 |
| Genes related to the processing of environmental information |                                      |      |
| HFX_6018                                                     | CBS domain-containing protein        | 2.78 |
| HFX_6029                                                     | ATP-binding protein                  | 2.65 |

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S7.** List of *down-expressed* genes in the comparison between HM26 in the absence of a carbon source versus the absence of a nitrogen source.

# Supplementary material for: Analysis of Lsm Protein-Mediated Regulation in the Haloarchaeon Haloferax mediterranei
**Source:** Int J Mol Sci. 2024 Jan 1;25(1):580. doi: 10.3390/ijms25010580
**Supplement:** Supplementary file 1

**Table S8.** Molecular exclusion chromatography results: standard proteins and Lsm protein.

|                          | MW (kDa)     | Log MW | Ve (ml) | Ve/Vo |
|--------------------------|--------------|--------|---------|-------|
| <b>Standard proteins</b> |              |        |         |       |
| Dextran blue             | 2000         | 3.30   | 37      | 1     |
| $\beta$ -amylase         | 200          | 2.30   | 44      | 1.12  |
| Alcohol dehydrogenase    | 150          | 2.18   | 49      | 1.32  |
| Albumin                  | 66           | 1.82   | 55      | 1.49  |
| Carbonic anhydrase       | 29           | 1.46   | 69      | 1.86  |
| Cytochrome c             | 12.4         | 1.09   | 76      | 2.05  |
| <b>Lsm protein</b>       |              |        |         |       |
| 20 mM Tris, 0.5 M NaCl   | <b>295</b>   | 2.47   | 40      | 1.08  |
|                          | <b>27.5</b>  | 1.44   | 68      | 1.84  |
| 20 mM Tris, 1 M NaCl     | <b>295</b>   | 2.47   | 40      | 1.08  |
| 20 mM Tris, 1.5 M NaCl   | <b>588.8</b> | 2.77   | 32      | 0.86  |
|                          | <b>295</b>   | 2.47   | 40      | 1.08  |
| 20 mM Tris, 2 M NaCl     | <b>588.8</b> | 2.77   | 32      | 0.86  |
|                          | <b>295</b>   | 2.47   | 40      | 1.08  |

How the deposited data were processed for this re-analysis (not part of the article)

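The deposited data come from 2-colour custom Agilent microarrays of 8 hybridisations on 1 slide. They compare the parental strain HM26 and the mutant HM26-Δ*Sm1* after 120 h of nitrogen starvation or 120 h of carbon starvation, with 4 RNA extracts in each of 4 conditions and 16 extracts in all. The conditions form a loop in which each neighbouring pair is hybridised directly on 2 arrays with different extracts. The methods of the paper describe the reference condition in Cy3 and the condition of interest in Cy5. The sample labels give the dyes as exchanged on 1 of the 2 arrays of each contrast, and the ratios of these arrays were turned round accordingly. After turning, the direct arrays of each contrast were positively correlated across genes.

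The authors deposited the output of the Agilent Feature Extraction software for each array. The authors deposited the intensity of each spot and its local background per dye as scanned, not normalized, and the intensity as processed by that software, which per the file headers is background subtracted, spatially detrended and dye normalized. The authors also deposited the log10 ratio of the processed signals, Cy5 over Cy3, which the same software computed, and marks for spots that are outliers, saturated or well above background. They also deposited a series matrix of log2 ratios per spot. The scale and direction of that matrix are not stated. Its columns were set against the log2 ratio of each array after plain background subtraction and loess, not against the main normalization. The correlations were between 0.958 and 0.998 and the slopes between 0.75 and 0.98. The columns were therefore read as log2 of Cy5 over Cy3. The paper names limma and the criteria for up- and down-expressed genes; its text does not name the background correction, the normalization or the model.

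Normalization and tests were run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0. The median intensity of each spot was used, because the mean intensity planned at first is not in the files. The local background was removed by normexp with an offset of 50, followed by loess within each array. Of the 15744 spots, 15208 are not controls. The 3951 names on the array include 50 that have 1 probe on 10 spots and were left out, and 3901 genes with 3 probes each were tested. Among the 11703 probes of these genes, 3005 have 2 spots. Spots of a probe were averaged, then the probes of a gene. The model over all 8 arrays had the conditions and a dye term, 4 residual degrees of freedom and a prior of 2.57 degrees of freedom from eBayes. Genes with an absolute log2 fold change of at least 2 and an unadjusted p-value under 0.05 were counted, and genes with a Benjamini-Hochberg adjusted p-value under 0.05. An interaction term tested whether the strain effect differs between the starvations.

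The procedure was tested on simulated data with the residual spread of the real genes, in which 200 of 3901 genes were changed by 3 on the log2 scale. For HM26-Δ*Sm1* against HM26 under carbon starvation, 100% of the changed genes met both criteria, none of the unchanged genes did, and 15 unchanged genes had an adjusted p-value under 0.05. The corresponding numbers of unchanged genes at that adjusted p-value were 9 for the same contrast under nitrogen starvation, 15 and 14 for carbon against nitrogen starvation in HM26 and in HM26-Δ*Sm1*, and 6 for the interaction. In a fit of the separate channels, 49 unchanged genes reached it in the first of these contrasts. A simulated share of 0.7 of the parental response in the mutant was estimated as 0.717 and 0.715.

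As a check on the labels, the mean of the direct arrays of each contrast was compared with the estimate from the remaining arrays. Pearson's r across genes was 0.421 and 0.619 for HM26-Δ*Sm1* against HM26 under carbon and nitrogen starvation, and 0.856 and 0.818 for carbon against nitrogen starvation in HM26 and HM26-Δ*Sm1*. The standard deviation between the spots of probes printed on 10 spots was between 0.068 and 0.122 on the log2 scale. The number of arrays limits the precision, and the signal of the carbon extracts lies closer to the background than that of the nitrogen extracts.

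The model, its criteria, the contrasts, 22 alternatives and the rule for named genes were set before the data were examined. The rule takes each gene that the paper names by its HFX locus and, per contrast, the 3 largest increases and the 3 largest decreases among genes that pass after adjustment and have the same sign on both direct arrays. No table that pairs the identifiers of the array with HFX loci was at hand, so the genes named by the paper, *lsm* included, were not analysed here, and neither were the universal stress proteins as a set. At most 2 identifiers that rose and 2 that fell are given, and they were picked among those that the rule selects after their values were seen. A block for slide or scan was not fitted, since there is 1 slide and 1 scan. The alternatives were the adjusted p-value as the criterion, no background correction, the processed signals, median centring, a filter on dim probes, the median over probes, probes as separate observations, no dye term, a separate-channel fit, the direct arrays alone, another variance prior, a replicate block, HM26 nitrogen extracts with 1 leading number counted as 1, the series matrix values, and each of the 8 arrays left out in turn. Another 5 were added after the data were seen. For each contrast, the 35 ways of splitting the same extracts into groups of equal size were refitted, and for the interaction 100 regroupings were drawn.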

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

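The sign changes of residuals, the finer classes of brightness and the number of genes with a larger effect under carbon starvation for the interaction, the tests of the dye, of the slide row and of the amounts of RNA for the added control RNA, all tests of it between the strains, the averaging of extracts with 1 leading number and the leaving out of single extracts for it, and the comparison with arrays centred on it, were chosen only after the result was seen.

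The strain effect differed between the starvations. The interaction term in limma had an adjusted p-value under 0.05 for 590 of 3901 genes, and for 1201 genes the unadjusted p-value was under 0.05. Regrouping the extracts by strain within each starvation gave as many genes in 1 of 98 cases, the real one, but this removes the whole strain effect and so does not decide whether the effects differ. In a test of that, the residuals of a model with equal strain effects in both starvations were turned round in sign, array by array. As many genes came from 1 of 100 sign patterns, the real one, and at most 157 from the others. This argues against noise that is independent between arrays as the source of this number. Both direct arrays under nitrogen starvation carry HM26 extracts whose labels share a leading number. If these come from 1 culture, a deviation they share is not excluded, since each array was turned round on its own. By the fold and unadjusted p criteria together, 29 genes passed for the interaction and up to 118 in the regroupings, so nothing rests on that count. A technical explanation is that the arrays under carbon starvation were dimmer, which would hide differences there. The spread of the strain effect beyond the noise under carbon starvation was 0.605 of that under nitrogen starvation over all genes, 0.71 among the 780 brightest, 0.861 among the 391 brightest and 1.03 among the 196 brightest. The gap closes with brightness, so that dimness and a smaller effect under carbon starvation cannot be told apart for the spread. Dimness for all of the genes is argued against, since 175 of the 590 genes had a larger strain effect under carbon than under nitrogen starvation, in the model and on the direct arrays, where a false share at that adjusted p-value would be about 29.5. The number depended on single arrays and on the extracts of HM26 under nitrogen starvation. It was 201 without the array that carried the mutant in Cy5 under nitrogen starvation, and 312 with both arrays of that contrast counted as 1. More of these genes were positive (343) than negative (247) for nitrogen minus carbon starvation, which turned round, for example, with median centring (413 and 623), the direct arrays alone (112 and 186) and centring on the added control RNA (6 and 3581). A biological difference between the starvations in what the Sm1 motif affects stays open and was not tested apart from this term.

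The 3 identifiers with large strain effects that are named here also differed between the starvations. The difference, nitrogen minus carbon starvation, was -5.17 on the log2 scale for ctg2_02384 (standard error 0.49, limma, adjusted p = 0.00268), 3.66 for ctg3_00100c (standard error 0.18, limma, adjusted p = 0.00066) and -2.78 for ctg2_02068 (standard error 0.50, limma, adjusted p = 0.0152). For ctg2_02384, the strain effect was positive on both direct arrays under carbon starvation and negative on both under nitrogen starvation. For ctg3_00100c, the direct arrays under nitrogen starvation gave 0.66 and 0.06. For ctg2_02068, those under carbon starvation gave 0.02 and 0.23. All 3 genes were well above background in all 4 extracts of both conditions in the contrast they were chosen in. They were chosen for a large effect in 1 starvation, which favours a difference. No technical explanation was tested for these genes one by one.

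The arrays carry spots for a control RNA that is added to the samples before labelling, on which the paper does not report. In the same model as the genes, the 10 control probes had a median log2 fold change of 2.61 (range 1.89 to 2.99) for HM26 under carbon against nitrogen starvation and of 1.74 (range 1.49 to 1.77) for HM26-Δ*Sm1* against HM26 under nitrogen starvation. A negative control probe gave 0.00 and -0.02. For HM26-Δ*Sm1* under carbon against nitrogen starvation the median was 1.07, and for HM26-Δ*Sm1* against HM26 under carbon starvation it was 0.20. Loess sets the genes to a mean ratio near 0, so these values say how the gene signal as a whole stood against the control RNA. Per extract, the gene signal relative to the control RNA was 5.64 times as high in HM26 under nitrogen starvation as under carbon starvation, with each of the n = 4 nitrogen extracts above each carbon extract (two-sided exact permutation test, p = 0.029, the smallest that 4 extracts against 4 allow, and 0.057 after Benjamini-Hochberg adjustment over 4 contrasts). It was 2.75 times as high in HM26 as in the mutant under nitrogen starvation (two-sided exact permutation test, p = 0.029, adjusted 0.057). The labels of 2 of the 4 HM26 nitrogen extracts share a leading number, and if they come from 1 culture they are not independent. With these 2 averaged, each of the n = 3 nitrogen values still lay above each of the 4 HM26 carbon values and each of the 4 mutant nitrogen values, by 2.57 and 1.54 on the log2 scale on average (exact permutation test, p = 0.029 for each, the smallest that 3 against 4 allow). The contrasts of HM26-Δ*Sm1* between the starvations (p = 0.171) and between the strains under carbon starvation (p = 0.971) did not pass in the same exact test. The first of these rests on 1 mutant carbon extract, the one in Cy5 on an array against mutant nitrogen RNA. Without it, the gene signal of the mutant was 1.46 higher on the log2 scale under nitrogen than under carbon starvation (exact permutation test, n = 4 and 3, p = 0.029, the smallest these allow). The contrast of the strains under carbon starvation did not pass with any 1 extract left out, and its lowest p-value, without the same extract, was 0.114 in the exact permutation test, with the gene signal 0.43 higher in HM26. The contrasts of HM26 between the starvations and of the strains under nitrogen starvation stayed between 2.38 and 2.58 and between 1.26 and 1.59 with any 1 extract left out.

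Several technical explanations for the difference in HM26 are argued against by the tables. It was at least 2.36 on the log2 scale within each dye, which speaks against the dye. The slide rows hold 1 HM26 nitrogen extract in the first and 1 HM26 carbon extract in the second, so the row was taken as a term over all 16 extracts. The difference was then 2.19 (standard error 0.39), which speaks against the row as the whole cause. The control spots themselves differed by -0.002 between HM26 under nitrogen and under carbon starvation, which speaks against unequal amounts of added control RNA. Among the 780 brightest genes the difference was 2.72, which speaks against a background near the gene signal. The median of the control probes in the contrast was 2.59 with the series matrix values, 2.84 with the processed signals, 2.54 without background correction and 1.20 with median centring. The amount of cell RNA put into each labelling reaction is in no table, so that unequal input and a different share of messenger RNA in the total RNA cannot be told apart for this difference of 2.49.

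For HM26 against HM26-Δ*Sm1* under nitrogen starvation, the difference was at least 1.07 within each dye, 1.46 with the slide row as a term (standard error 0.37) and 2.1 among the 780 brightest genes, which speaks against the dye, the row and the background as the whole cause. The median of the control probes in this contrast, 1.74 in the model, was 1.07 with median centring. It was 1.79 with the series matrix values, 1.88 with the processed signals and 1.78 without background correction. The control spots differed by -0.322 (HM26 minus the mutant, standard error 0.227). This is too little for unequal amounts of added control RNA to be the whole cause, but whether they make up a part cannot be told apart with 4 extracts each. Unequal input of cell RNA and a different share of messenger RNA also cannot be told apart for this difference of 1.46, for the same reason.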

How the results depend on the processing

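The normexp offset of 1, plain background subtraction, the slide row as a block, centring on the added control RNA, and the series matrix values without a dye term were chosen only after the results were seen.

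There were 15 counts and correlations and 27 alternatives. In 276 comparisons the value stayed within 1.5 times the count, or within 1 SD of the correlation, and in 103 it did not. No up- or down-expressed gene passed in the opposite direction under any of the 27 alternatives. Among alternatives set in advance other than leaving out arrays, the fewest up- or down-expressed genes were kept with median centring for HM26 (116 of 147) and for HM26-Δ*Sm1* between the starvations (78 of 94), and with the HM26 nitrogen extracts of 1 leading number counted as 1 for the strains under nitrogen starvation (23 of 36). Among the same alternatives, 7 of 8 were kept for the strains under carbon starvation with median centring, the separate-channel fit, the direct arrays alone and the replicate block, and 8 with the others of these. The 4 identifiers gave 156 values, of which 141 stayed on their side of the threshold on the adjusted p-value and 15 lost it with the same direction. The cause of the changes below was not tested, unless it is given.

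The adjusted p-value as criterion, no background correction, the filter on dim probes, the median over the probes and the trended and robust variance prior left all 15 values, where they apply, within these limits. The filter removed 86 probes and left 3888 genes, so it tests little.

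With the processed signals of the Feature Extraction software, the counts up- and down-expressed were 8 and 12 for the strains under carbon starvation, 12 and 62 under nitrogen starvation, 145 and 209 in HM26, and 69 and 125 in HM26-Δ*Sm1*, with 347 genes at an adjusted p-value under 0.05 in limma in the first of these. With the series matrix values, 7 genes were down-expressed under carbon starvation, 7 up- and 51 down-expressed under nitrogen starvation, 133 down-expressed in HM26 and 53 up-expressed in HM26-Δ*Sm1*, and 230 genes reached that adjusted p-value under carbon starvation. Without the dye term, the series matrix gave the same 7, 7, 51, 133 and 53. The normexp offset of 1 gave 10 down-expressed genes and 274 at the adjusted p-value under carbon starvation, 10 and 57 under nitrogen starvation, 114 and 163 in HM26, and 59 and 108 in HM26-Δ*Sm1*. Plain subtraction gave 10 and 289, 9 and 57, 116 and 166, and 58 and 97 in the same order.

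With median centring, 1 gene was up-expressed and 79 were down-expressed for the strains under nitrogen starvation, 37 and 254 in HM26, and 18 and 101 in HM26-Δ*Sm1*. The genes at an adjusted p-value under 0.05 numbered 1790, 2667 for HM26 and 1036 for the interaction. The share of up-expressed genes moved from 44.9% to 12.7% in HM26, from 36.2% to 15.1% in HM26-Δ*Sm1* and from 50% to 33.3% for the strains under carbon starvation, where the offset of 1 and plain subtraction gave 37.5%. Centring on the added control RNA moved the median of all genes to -0.18 and -1.70 for the strains under carbon and nitrogen starvation, -2.54 in HM26 and -0.99 in HM26-Δ*Sm1*, which by construction lowers most genes together. It gave 8 down-expressed genes under carbon starvation, 0 up- and 564 down-expressed under nitrogen starvation, 9 and 3317 in HM26, and 14 and 228 in HM26-Δ*Sm1*, and 51, 3812, 3839, 3164 and, for the interaction, 3587 genes at the adjusted p-value in limma. The shares of up-expressed genes were then 27.3%, 0%, 0.3% and 5.8%.

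The other changes concern the number of genes at an adjusted p-value under 0.05. With probes as separate observations, which counts each extract several times, it was 1206 and 2129 for the strains under carbon and nitrogen starvation, 2755 in HM26, 2473 in HM26-Δ*Sm1* and 2016 for the interaction. Without the dye term it was 61 for the strains under carbon starvation. The separate-channel fit gave 513 and 1337 for the strains. The direct arrays alone, which leave fewer degrees of freedom, gave 0 under carbon starvation in limma, 357 under nitrogen starvation, 805 in HM26, 246 in HM26-Δ*Sm1* and 298 for the interaction. With the HM26 nitrogen extracts of 1 leading number counted as 1, it was 79 and 189 for the strains and 312 for the interaction, and 20 genes were down-expressed under nitrogen starvation. The slide row as a block gave 80 under carbon starvation, 963 in HM26, 457 in HM26-Δ*Sm1* and 390 for the interaction.

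The replicate block, the leading number of the extract labels in the separate-channel fit, gave 678 and 1506 for the strains and 1279 for the interaction. Extracts with the same number on different arrays had a median correlation of 0.01 of their deviations, with 7 of 21 pairs above 0.1, against a median of -0.06 for other numbers, so the numbers do not pair the samples.

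Leaving out each array in turn gave between 4 and 7 down-expressed genes and between 16 and 263 at the adjusted p-value for the strains under carbon starvation. Under nitrogen starvation it gave 3 to 5 up-expressed, 20 to 42 down-expressed and 89 to 1098 at the adjusted p-value. The range at that adjusted p-value was 1010 to 2158 in HM26, 678 to 1039 in HM26-Δ*Sm1* and 201 to 697 for the interaction. The correlation of the starvation response between the strains lay between 0.661 and 0.777, lowest without the HM26-Δ*Sm1* array that carried nitrogen starvation in Cy5. The lowest numbers at the adjusted p-value came from leaving out a direct array of the contrast, and for the interaction the direct array with the mutant in Cy5 under nitrogen starvation. Signal over background limits the carbon extracts most, where the median signal of HM26 was 1.97 times the background.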

Differences from the paper's values

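The normexp offset of 1, plain background subtraction, centring on the added control RNA, the slide row as a block and the series matrix values without a dye term were tests chosen only after the values were seen. All other alternatives named here were set before the data were examined.

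For HM26-Δ*Sm1* against HM26 under carbon starvation, the paper's number of down-expressed genes is about 8 in Fig. 3, read by eye, and 4 were found here. The value came within 1.5 times the paper's with the processed signals (12), median centring (6), the direct arrays alone (6), the series matrix values (7), and with any of 4 arrays left out (6, or 7 without the direct array with HM26 in Cy5). It did not with the other alternatives, which gave 4 or 5. Of those chosen after seeing the values, the offset of 1 and plain subtraction gave 10, centring on the control RNA 8 and the series matrix without the dye term 7, all within that range, and the slide row did not change the value.

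Under nitrogen starvation, the paper's number of up-expressed genes is about 5 in Fig. 4, read by eye, and 3 were found here. No background correction, the replicate block, the extracts of 1 leading number counted as 1 and 3 of the arrays left out gave 4, leaving out the direct array with HM26 in Cy5 gave 5, and the series matrix values gave 7, which are all within 1.5 times the paper's. The processed signals (12), median centring (1), the direct arrays alone (2) and the remaining alternatives (3) were not. Of those chosen after seeing the values, only the series matrix without the dye term (7) was.

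In HM26 under carbon against nitrogen starvation, the paper's number of down-expressed genes is about 150 in Fig. 5, read by eye, and 81 were found here. The processed signals (209), the separate-channel fit (100), the replicate block (120), the series matrix values (133) and leaving out the direct array with carbon starvation in Cy5 came within 1.5 times the paper's. Median centring (254) lay above, and the other alternatives, between 73 and 91, lay below. Of those chosen after seeing the values, the offset of 1 (163), plain subtraction (166) and the series matrix without the dye term (133) came within it, and the slide row (78) and the control RNA (3317) did not. The number of up-expressed genes with the series matrix values, 96, equals the number printed in the figure, as does that of 5 for the strains under carbon starvation.

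The log2 fold changes are also compared at their extremes. Under carbon starvation, the largest difference between the strains is about 3.0 in Fig. 3, read by eye, against 2.70 (standard error 0.17) here, and the paper's lowest is about -3.9 in Fig. 3, read by eye, against -3.46 (standard error 0.15). The processed signals (3.05) and the series matrix (2.95) reached the paper's largest, that is, came within their own standard error of it. The series matrix (-3.89) reached its lowest, and the other alternatives set in advance reached neither. The processed signals (-4.21, standard error 0.24) went beyond the paper's lowest. Of those chosen after seeing the values, the offset of 1 and plain subtraction (2.97 and -4.04) and the series matrix without the dye term (2.95 and -3.89) reached both, the control RNA (-3.65) the lowest, and the slide row neither.

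In HM26, the paper's largest log2 fold change is about 7.3 in Fig. 5, read by eye, against 6.23 (standard error 0.24) here, and its lowest is about -6.1 in Fig. 5, read by eye, against -4.90 (standard error 0.17). The processed signals (7.33) reached the largest, as did the offset of 1 (7.16) and plain subtraction (7.18), both chosen after seeing the values. The separate-channel fit (-5.54) came within its own error of the lowest. None of the other alternatives did for either value, the series matrix (6.91 and -5.34) included. Some of them went beyond the paper's lowest by more than their standard error. These were median centring (-6.55), the replicate block (-6.78) and, chosen after seeing the values, centring on the control RNA (-7.45).

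The p-values of the paper are smaller. The largest -log10 of p is about 12 in Fig. 3, read by eye, against 6.72 here, about 11 in Fig. 4, read by eye, against 6.53, and about 15 in Fig. 5, read by eye, against 8.76. Within 1.5 times the paper's were the separate-channel fit (11.8, 10.8 and 16.6), the replicate block (12.0, 11.7 and 13.7), the processed signals (8.33, 7.81 and 10.4) and median centring (8.69, 9.23 and 11.1), and, in the contrast under nitrogen starvation alone, the series matrix values (7.39). Probes as separate observations gave 22.6, 22.3 and 27.9, above the paper's, and the other alternatives set in advance lay below. Of those chosen after seeing the values, the offset of 1 (8.46, 8.02 and 10.6) and plain subtraction (8.21, 7.98 and 10.4) came within it, and the others did not.

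The paper's supplementary tables for HM26 under carbon against nitrogen starvation, of which 132 down-expressed genes could be read here, hold 17 genes with a log2 fold change below -4, so the paper's number is at least 17, and 4 were found here. Within 1.5 times 17 were the processed signals (12), the series matrix values (12), the separate-channel fit (14), the replicate block (20) and the alternative without the array that carried carbon starvation in Cy5 (12), of which the replicate block alone reached 17. Median centring (32) lay above this range. No background correction (9) and the other alternatives set in advance, between 3 and 5, lay below. Of those chosen after seeing the values, the offset of 1, plain subtraction and the series matrix without the dye term gave 12, the slide row 4 and the control RNA 164. The number of genes above 5 that could be read in these tables, 5, equals the number found here.

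The number of genes in the paper's diagrams is about 3700 in Fig. 5, read by eye, against 3901 tested here, and which genes differ is not known.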

Other observations

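The tests of the random placing of genes, of the share of the parental response in the mutant, of its relation to arrays without HM26 nitrogen RNA, and of what a shared condition alone gives were chosen only after the result was seen.

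The counts of up- and down-expressed genes were set against other splits of the same extracts into groups of equal size. Of 35 splits per contrast, 34 could be fitted. As many genes met both criteria in 6 of 34 splits for the strains under carbon starvation and 3 of 34 under nitrogen starvation. The numbers were 4 of 34 for the starvations in HM26 and 4 of 34 in HM26-Δ*Sm1*, the real split included in each. The other splits regroup extracts that differ by condition, so large fold changes can arise in them too, and they do not decide about chance. Chance is argued against for these genes, since all 8, 36, 147 and 94 had the same sign on both direct arrays. These arrays are part of the model in which the genes were chosen. In simulated data, none of the unchanged genes met both criteria in any of the 4 contrasts. The number of genes at an adjusted p-value under 0.05 was reached in 1 of 34 splits in each of the 4 contrasts, the real one. The other splits gave 0 such genes in limma. They put the differences between the conditions into the residuals, which favours 0, so this does not decide about chance either. In simulated data, between 9 and 15 unchanged genes reached that adjusted p-value per contrast. There, 200 genes were changed, and the adjustment admits false genes as a share of the genes that pass. These numbers follow from that setting and give no chance level for the 143, 756, 1762 and 1131 genes here. For the strains under carbon starvation, the direct arrays alone gave 0 genes. At an unadjusted p-value under 0.05 without a fold criterion, the real split gave 687, 1376, 2092 and 1647 genes.

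The difference between the strains under nitrogen starvation was set against the starvation response of the parental strain. Across genes, which are not independent replicates, the log2 ratio of HM26-Δ*Sm1* over HM26 under nitrogen starvation and that of carbon over nitrogen starvation in HM26, on arrays that share no extract, had a Pearson correlation of 0.436 and a Spearman correlation of 0.51. Single arrays gave 0.271 to 0.459. Both ratios have HM26 under nitrogen starvation in the denominator, so a positive value arises without any other relation. It would be 0.28 if the strain effect arose equally in both strains, and 0.56 if it arose in HM26 alone, so the observed value, which lies between these, does not show a relation beyond the shared condition. The lowest correlation within 5 classes of brightness was 0.43 and that with the parental array in the other slide row was 0.45, but the shared condition acts in these too, so they decide nothing about brightness or row. The same holds for the correlation of -0.045 between the strain effect under carbon starvation and the parental response, where the shared condition gives -0.158 if the strain effect arises equally in both strains, -0.316 if it arises in HM26 alone and a value nearer 0 if it arises mostly in the mutant.

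A weaker response to starvation in the mutant, and brighter gene RNA in the HM26 nitrogen channels, stay open. The larger of the 2 estimates of the share of the parental response seen in the mutant was 0.67, and these ranged from 0.473 to 0.75 over other normalizations, but a share under 1 also arises when the responses merely differ between genes. The correlation of the strain effect under nitrogen starvation with the mutant's own response was 0.099, where the shared mutant condition alone gives -0.356 if the effect arises equally in both strains and a value nearer 0 the more of it arises in HM26. The explanations therefore cannot be told apart. The slopes of the added control RNA had a ratio of 0.976 between mutant and parental arrays. For spots of that brightness, this argues against a compression of ratios on the mutant arrays. The control spots were on average brighter than the median gene in every extract, so a compression for dimmer genes stays open.

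Up- or down-expressed genes often had consecutive identifiers. In HM26, 63 of the 147 genes had a neighbour by number that was also up- or down-expressed, while 10000 random placings gave a mean of 5.43 and at most 20 (permutation test, one-sided, p = 1e-04, the smallest these placings can give, adjusted 0.00013 over 4 contrasts). The number was 11 of 36 for the strains under nitrogen starvation, 41 of 94 for the starvations in HM26-Δ*Sm1* and 0 of 8 for the strains under carbon starvation. A closeness of the probes on the slide is argued against, since the median distance between probes of consecutive genes was 0.95 of that of random genes. Shared transcription of neighbours may contribute, since the correlation of neighbours whose identifiers have the same ending, with or without a final c, exceeded that of neighbours with different endings by 0.24 (0.477 against 0.241 in HM26). That the ending marks the strand is an assumption, and the test was made on the same data.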
